# Peripheral inflammation is associated with remote global gene expression changes in the brain

**DOI:** 10.1186/1742-2094-11-73

**Published:** 2014-04-08

**Authors:** Carolyn A Thomson, Alison McColl, Jonathan Cavanagh, Gerard J Graham

**Keywords:** cytokines, innate immunity, interferons, interferon-stimulated genes, lipopolysaccharide, neuroimmune communication, neuroinflammation, systemic inflammation, toll-like-receptor ligation

## Abstract

**Background:**

Although the central nervous system (CNS) was once considered an immunologically privileged site, in recent years it has become increasingly evident that cross talk between the immune system and the CNS does occur. As a result, patients with chronic inflammatory diseases, such as rheumatoid arthritis, inflammatory bowel disease or psoriasis, are often further burdened with neuropsychiatric symptoms, such as depression, anxiety and fatigue. Despite the recent advances in our understanding of neuroimmune communication pathways, the precise effect of peripheral immune activation on neural circuitry remains unclear. Utilizing transcriptomics in a well-characterized murine model of systemic inflammation, we have started to investigate the molecular mechanisms by which inflammation originating in the periphery can induce transcriptional modulation in the brain.

**Methods:**

Several different systemic and tissue-specific models of peripheral toll-like-receptor-(TLR)-driven (lipopolysaccharide (LPS), lipoteichoic acid and Imiquimod) and sterile (tumour necrosis factor (TNF) and 12-O-tetradecanoylphorbol-13-acetate (TPA)) inflammation were induced in C57BL/6 mice. Whole brain transcriptional profiles were assessed and compared 48 hours after intraperitoneal injection of lipopolysaccharide or vehicle, using Affymetrix GeneChip microarrays. Target gene induction, identified by microarray analysis, was validated independently using qPCR. Expression of the same panel of target genes was then investigated in a number of sterile and other TLR-dependent models of peripheral inflammation.

**Results:**

Microarray analysis of whole brains collected 48 hr after LPS challenge revealed increased transcription of a range of interferon-stimulated genes (ISGs) in the brain. In addition to acute LPS challenge, ISGs were induced in the brain following both chronic LPS-induced systemic inflammation and Imiquimod-induced skin inflammation. Unique to the brain, this transcriptional response is indicative of peripherally triggered, interferon-mediated CNS inflammation. Similar models of sterile inflammation and lipoteichoic-acid-induced systemic inflammation did not share the capacity to trigger ISG induction in the brain.

**Conclusions:**

These data highlight ISG induction in the brain as being a consequence of a TLR-induced type I interferon response. As considerable evidence links type I interferons to psychiatric disorders, we hypothesize that interferon production in the brain could represent an important mechanism, linking peripheral TLR-induced inflammation with behavioural changes.

## Background

By mechanisms that remain to be fully established, systemic infection or inflammation can have a profound effect on the central nervous system (CNS), manifesting in a number of behavioural adaptations, as well as fever and increased neuroendocrine activation. Promoting energy conservation and minimizing heat loss, these sickness behaviours represent a sound strategy designed to help an organism overcome infection. Symptoms include fever, malaise, anorexia, lethargy and, in severe cases, neuropsychiatric disorders, such as depression and anxiety [1]. Sickness behaviours occur during acute bacterial or viral infections, but also during chronic inflammatory diseases, such as rheumatoid arthritis, inflammatory bowel disease and psoriasis [2-4]. In the case of the latter, what would be a beneficial, self-limiting, system can become dysregulated. The prolonged depression and anxiety that ensues represents a major burden to patients, not least because these detrimental comorbidities lead to a poorer clinical outcome.

It is becoming increasingly evident that sickness behaviours are triggered as a result of biological, inflammatory, pathways. In particular, inflammatory cytokines, such as tumour necrosis factor α (TNFα), interleukin-1 β (IL-1β) and interleukin-6 (IL-6) play a pivotal role in inducing symptoms of sickness behaviour. Although not a prerequisite for any of the psychiatric symptoms, IL-6 is required for the induction of a fever response [5], whereas behavioural changes are thought to be attributable to IL-1β and TNFα. Using animal models, it has been demonstrated that most behavioural symptoms can be induced by peripheral, or central, administration of either IL-1β or TNFα [6,7]. Furthermore, several cytokines have been implicated in the manifestation of major depressive disorders in patients with chronic inflammatory diseases. For example, in a phase III clinical trial in which patients with moderate-to-severe psoriasis were treated with the soluble TNFα receptor etanercept, improvement in depression scores preceded the improvements seen in terms of psoriasis severity [4]. Supporting the notion of cytokine-induced depression, patients receiving interferon (IFN) α or IFNβ therapy face a risk of experiencing depression as a side effect of treatment [8-12]. Moreover, patients with major depressive disorders, and no clinical signs of inflammation, often present with elevated levels of circulating inflammatory cytokines [13]. Therefore, significant quantities of literature back the immune system, in particular inflammatory cytokine production, as a key contributor to sickness-induced behavioural changes.

Once considered an immunologically privileged site, the CNS is well fortified against changes in the periphery. However, cross talk does occur and, as a result, much research has gone into elucidating putative routes of immune-to-brain communication. In spite of this, the precise effect of peripheral immune activation on neural circuitry remains unclear. With the aim of better unravelling neuroimmune communication pathways, and the downstream consequences of peripheral inflammation on the brain, we compared gene expression in the brains of mice following several different sterile (tumour necrosis factor (TNF) and 12-O-tetradecanoylphorbol-13-acetate (TPA) and toll-like-receptor-(TLR)-dependent (lipopolysaccharide (LPS), lipoteichoic acid (LTA) and Imiquimod) models of peripheral inflammation. We also compared gene expression in the brain with that of peripheral blood leucocytes (PBLs). Lastly, we explored a potential molecular mechanism by which inflammation originating in the periphery can induce transcriptional modulation in the brain.

## Methods

### Mice

Wild type C57BL/6 mice (7 to 8 weeks old, 20 to 25 g) were purchased from Harlan Laboratories. Mice were maintained in specific pathogen-free conditions in standard caging in the Central Research Facility at the University of Glasgow and treated with sterile (TNF and TPA) and TLR ligand-based (LPS, LTA and Imiquimod) inflammatory agents as described. For microarray experiments, a minimum of three biological replicates are required to allow statistical analysis of the data [14]. Three mice were used per study arm for all our microarray experiments and four or five mice each for qPCR-based experiments, to ensure the statistical robustness of the data. All experiments received ethical approval and were performed under the auspices of UK Home Office Licences.

### Acute inflammatory models

For acute LPS-induced inflammation, mice were injected intraperitoneally (i.p.) with 100 μl of 1 mg/ml LPS (≈4 mg/kg), derived from *Escherichia coli* serotype 055:B5 (Sigma, St. Louis, MO, USA, or an equivalent volume of vehicle (PBS). For TNFα- or LTA-induced inflammation, mice were injected intravenously (i.v.) with two doses of 1 μg recombinant TNFα (Peprotech, Rocky Hill, NJ, USA), two doses of 500 μg LTA (Sigma, St. Louis, MO, USA) or two doses of an equivalent volume (100 μl) of vehicle (sterile H_2_O) at 0 and 24 hours. Mice were euthanized by CO_2_ exposure 48 hours after initial injection and perfused for 5 minutes with 20 ml PBS.

### Chronic inflammatory models

For chronic LPS-induced inflammation, and induction of endotoxin tolerance, mice received a daily i.p. injection of 100 μl of 0.5 mg/ml LPS (≈2 mg/kg) (Sigma, St. Louis, MO, USA) or an equivalent volume (100 μl) of vehicle (PBS) for 2, 5 or 7 consecutive days. For skin-inflammation models, mice were shaved on their dorsal skin 24 hours prior to receiving daily applications of ≈ 80 mg of 5% Imiquimod (Aldara™, MEDA Ab, Stockholm, Sweden) cream [15], 150 μl of 100 μM TPA, or an equivalent volume of Vaseline (Unilever, Leatherhead, UK) or acetone control. Mice were treated for 5 consecutive days as described previously [15]. All mice were euthanized by CO_2_ exposure 24 hours after final treatment and perfused for 5 minutes with 20 ml PBS.

### ELISA

Blood was collected from tail veins (approximately 300 μl) prior to termination of the mice. Plasma was isolated from whole blood by centrifugation. Throughout the study, plasma concentrations of soluble mediators, IL-1β, TNFα and IL-6, were determined using DuoSet ELISA kits (R&D Systems, Minneapolis, MN, USA) according to the manufacturer’s instructions.

### RNA isolation from tissue and peripheral blood leucocytes

Whole brain tissue was snap frozen and stored at -80°C until use. Under RNase-free conditions, brains were homogenized using the TissueLyser LT (Qiagen, Hilden, Germany). RNA was extracted from homogenized tissue using Trizol® (Life Technologies, Invitrogen, Carlsbad, CA, USA) as described by the manufacturers. Isolated RNA was further purified and genomic DNA removed using an RNeasy Mini Kit (Qiagen, Hilden, Germany). Red blood cells were lysed from blood samples using red blood cell lysis buffer (Miltenyi, Cologne, Germany). Under RNase-free conditions, RNA was isolated and genomic DNA was removed from PBLs using an RNeasy Micro Kit (Qiagen, Hilden, Germany).

### GeneChip microarray analysis

Microarray assays were performed in the Glasgow Polyomics Facility at the University of Glasgow [16]. Briefly, 1 μg of purified total RNA was amplified by *in-vitro* transcription and converted to sense-strand cDNA using a WT Expression kit (Life Technologies, Invitrogen, Carlsbad, CA, USA). cDNA was then fragmented and labelled using a GeneChip WT Terminal Labelling kit (Affymetrix, Santa Clara, CA, USA). Fragmented cDNA samples were then hybridized to GeneChip Mouse Gene 1.0 ST Arrays (Affymetrix, Santa Clara, CA, USA). Procedures were carried out as described by the manufacturers.

To maximize the identification of key differentially expressed genes we utilized two separate software analysis packages (Partek and GeneSpring) and focused on gene expression differences identified using both approaches. As shown in the results section, this reduced the number of genes requiring analysis and provided increased confidence in their validity.

Data generated using Partek Genomics Suite were normalized using the robust multichip average (RMA) method, adjusted for GC content. The normalized data were subsequently analyzed using one-way analysis of variance (ANOVA) to determine the significance of each gene in LPS-treated mice compared with vehicle-treated controls. Data generated using GeneSpring GX software were normalized using RMA 16. Normalized data were analyzed using unpaired *t* tests to determine the significance of gene expression differences in LPS-treated mice compared with vehicle-treated controls. In both analyses, *P* values were adjusted for multiple comparisons using the Benjamini-Hochberg multiple testing correction.

Gene ontology terms were assigned to differentially expressed genes using the Database for Annotation, Visualization and Integrated Discovery (DAVID) Bioinformatics Resources v6.7 [17]. Analysis was performed in accordance with two protocols outlined by Huang *et al.*[18,19]. Significance of enrichment was determined using a modified Fisher’s exact test and a Benjamini-Hochberg multiple testing correction was used to correct for the rate of type I errors. Co-expression of a gene cluster was considered significant for *P* ≤ 0.05.

Genes were grouped into canonical pathways using Ingenuity Pathway Analysis software (Ingenuity® Systems [20]). Significance of differentially altered pathways was determined using a Fisher’s exact test and a Benjamini-Hochberg multiple testing correction was used to correct for the rate of type I errors. Enrichment of a pathway was considered significant for *P* ≤ 0.05.

### qPCR

Total RNA was reverse transcribed using Quantitect® Reverse Transcription kit (Qiagen, Hilden, Germany) using random primers. Quantitative real-time PCR (QPCR) amplifications were performed in triplicate using PerfeCTa® SYBR® Green FastMix® (Quanta Biosystems, Gaithersburg, MD, USA). A 500 μM mix of forward and reverse primers was used per reaction. Primers were designed using Primer3 Input software (version 0.4.0) and generated by IDT technologies. Primer sequences are listed in Additional file 1: Table S1. qPCR reactions were performed using a Prism® 7500HT Sequence Detection System (Life Technologies, Invitrogen, CA, USA) for 40 cycles, in accordance with the manufacturer’s guidelines. The absolute copy number was calculated from a standard curve and normalized to a reference gene, TATA binding protein (TBP), as previously described [21]. Fold change values were calculated by comparing the normalized copy number of individual samples with the mean of the control samples.

### Histology

Skin samples were fixed in 10% buffered formalin prior to processing and paraffin embedding. Processing was performed using the Shandon Citadel 1000 automated tissue processor (Thermo scientific). Embedded tissue was then cut into 5 μm sections and stained with (H & E) to discern morphology.

## Results

### Peripheral LPS challenge triggers an inflammatory response in the brain

To induce systemic inflammation, mice were injected with a single high dose of LPS (100 μg i.p.); 6 hours following injection, plasma from all mice injected with LPS displayed significantly elevated levels of IL-1β and IL-6 (Figure 1A). Although TNFα was not elevated, it has previously been shown that TNFα levels peak in the circulation of C57BL/6 mice 2 hours following LPS injection (100 μg i.p.) and then rapidly decline [22]. Levels of IL-1β returned to baseline between 6 and 12 hours following injection and IL-6 levels remained elevated until 48 hours. Thus, systemic LPS injection triggers a potent and rapid inflammatory response in the periphery.

**Figure 1:**
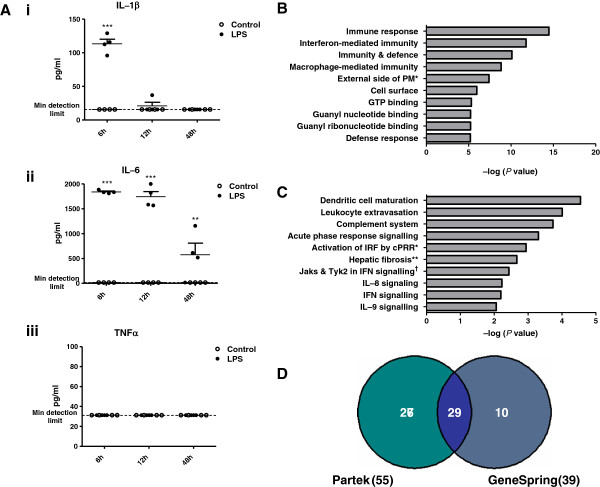
**Systemic LPS injection results in an inflammatory response in the periphery and brain. (A)** Plasma concentrations of (i) IL-1β, (ii) IL-6 and (iii) TNFα, 6, 12 and 48 hours following injection with LPS (100 μg i.p.) or vehicle. Data represent the mean ± the standard error of the mean (SEM). Significance was determined using two-way ANOVA: **P ≤ 0.01, ***P ≤ 0.001; *n* = 4/group. **(B)** Top enriched gene ontology classifications determined using DAVID Bioinformatics Resources. **(C)** Top significantly altered pathways determined using Ingenuity Pathway Analysis software. **(B,C)** Significance was calculated using Fisher’s exact test. **(D)** Comparison of entities identified using Partek Genomics Suite and Genespring GX software packages as being differentially expressed by ≥ 2-fold.

Systemic administration of high doses of LPS is known to activate the innate immune system in the CNS, occurring throughout the circumventricular organs, the meninges and the parenchyma [23,24]. To determine what downstream effects this has on global gene expression throughout the brain, Affymetrix GeneChip microarrays were used to compare transcriptional profiles of brain tissue 48 hours after LPS or vehicle injection. 

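Whole brain RNA from 3 mice injected i.p. with LPS and from 3 mice injected with PBS as vehicle was hybridized to Mouse Gene 1.0 ST arrays, with 1 array per mouse. LPS was given at 100 μg per mouse, or about 4 mg/kg, and brains were taken 48 hours after injection. The values analyzed were the authors' log2 expression values after robust multichip average (RMA) normalization, for 35556 transcript clusters per array. A transcript cluster is a set of probes that the array assigns to a transcribed locus. Of these clusters, 21789 name 1 gene, 1621 name several genes and 12146 have no gene name in the annotation used here. Genes were named only from clusters that name them alone, which gave 19938 genes, and the cluster with the highest mean over the 6 arrays stood for each gene. LPS-treated mice were compared with vehicle-treated controls by limma over all clusters, and clusters with a Benjamini-Hochberg adjusted p under 0.05 were called higher or lower. Gene lists were tested with camera, which compares the genes of a list with all other named genes, at a preset correlation of 0.01 between genes and again with an estimated correlation. With 3 mice per group the smallest exact two-sided permutation p is 0.1, and the number of arrays limits the precision. Tbp, the reference gene of the qPCR, had a log2 expression of 10.46 ± 0.09 (SD, n = 3) after vehicle and 10.45 ± 0.17 (SD, n = 3) after LPS. LPS replicates 1 and 2 stood apart from the other 4 arrays on the first principal component, which held 54.5% of the variance. Their median log2 values were 7.09 and 7.11, against 6.96 in LPS replicate 3 and 6.98, 6.96 and 6.96 in the PBS arrays.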

The time point of 48 hours was selected to allow time for the transcription and translation of peripheral responses to LPS and the subsequent initiation of transcriptional responses in the brain. Whilst it is not possible to define rigorously when these processes will have been completed, 48 hours was selected as a plausible time point. 

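Of 8 globin clusters, whose transcripts red blood cells carry, 2 were lower in the brains of LPS-treated mice, none was higher and 6 did not pass the limma test. In a cluster that the beta-globin genes share, log2 expression was 9.10 ± 0.19 (SD, n = 3) after vehicle and 7.34 ± 0.53 (SD, n = 3) after LPS, a log2 fold change of -1.76 (adjusted p = 0.0403 from limma). The other cluster that these genes share had a log2 fold change of -1.66 (adjusted p = 0.0245 from limma). The brighter of the 2 shared alpha-globin clusters had a log2 fold change of -1.26, and neither passed the test (adjusted p = 0.221 and 0.246 from limma). The 4 clusters of other globin genes had log2 fold changes from -0.07 to 0.09 (adjusted p up to 0.855 from limma, and none passed). Of 6 genes of erythrocytes and platelets that are named alone, none passed the limma test, and 1 was lower at an unadjusted p under 0.05. None of 12 T and NK cell genes and none of 7 B cell genes passed limma or the methods' t-test, with 2 and 1 higher at an unadjusted p under 0.05 from limma. Several of these genes, such as Cd3d, Cd8b1, Cd79a, Ms4a1 and Cd22, were not above background in the PBS mice. They lay below the array medians of 5.71 to 5.77 for olfactory and vomeronasal receptor genes, which are hardly transcribed in brain. For such genes a lack of change is not informative. Gzma, which encodes granzyme A of cytotoxic lymphocytes, had a log2 fold change of 0.57 (adjusted p = 0.0768 from limma), and without LPS replicate 3 the T and NK cell genes passing numbered 1. Of 13 neutrophil genes 1 was higher, none was lower and 12 did not pass. This was Csf3r, which encodes the receptor for granulocyte colony-stimulating factor, with a log2 fold change of 0.73 (adjusted p = 0.0188 from limma), while S100a9, an abundant neutrophil gene, had a log2 fold change of -0.14 (adjusted p = 0.510 from limma). Of 7 blood monocyte genes 1 was higher, none was lower and 6 did not pass (adjusted p = 0.0385 from camera for the list, and adjusted p = 0.274 with an estimated correlation). This was Fn1, which encodes fibronectin, with a log2 fold change of 0.82 (adjusted p = 0.0131 from limma), while Ccr2, a chemokine receptor of blood monocytes, had a log2 fold change of -0.29 (adjusted p = 0.509 from limma). In the PBS mice Ccr2 had a mean log2 expression of 5.82, close to the array medians of 5.71 to 5.77 given above, so that its lack of change is hardly informative. Fn1 had a mean of 9.57 in these mice, and the cells that its signal came from were not tested. Both beta-globin calls ended without any PBS replicate or LPS replicate 2 (adjusted p up to 0.132 and 0.194 from limma), as did that of Fn1 (adjusted p up to 0.0922). The call of Csf3r ended without any array other than LPS replicate 3 (adjusted p up to 0.110).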

All mice were perfused extensively (20 ml over 5 minutes) with PBS to remove contaminating peripheral blood from the harvested brains. 

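In the brains of LPS-treated mice, 232 transcript clusters were higher and 22 were lower than in vehicle-treated controls, so that 91.3% of the differentially expressed clusters were upregulated. The change was at least 1.5-fold in 240 clusters. Of the differentially expressed clusters, 175 upregulated and 8 downregulated ones name 1 gene, 51 have no gene name here and 20 name several genes. Counted by the cluster with the highest mean for each gene, 169 genes were upregulated and 7 downregulated. A gene that passed only in a dimmer cluster is not in these counts. Cirbp, which encodes a cold-inducible RNA-binding protein, was downregulated with a log2 fold change of -0.65 (standard error 0.08, adjusted p = 0.0212 from limma). Sst, which encodes the neuropeptide somatostatin, was downregulated with a log2 fold change of -0.59 (standard error 0.08, adjusted p = 0.0350 from limma). The other downregulated genes were Pfdn4, Dctn2, Ada, Ndrg1 and Fam227b, with log2 fold changes from -0.64 to -0.48. In all 254 clusters the 3 LPS arrays lay on one side of the 3 PBS arrays, as they did in 20.0% of all clusters, where chance gives 10%. At an unadjusted p under 0.05, 2733 clusters were higher and 2341 lower, a balance that turned to 1718 and 4147 with each array centred on its median and to 2384 and 3166 after quantile normalization. The methods' t-test with the same adjustment and threshold called 4 clusters higher and 1 lower. Without PBS replicates 1, 2 and 3 in turn 79, 74 and 87 clusters were higher, without LPS replicates 1 and 2 in turn 110 and 114, and there were 2640 without LPS replicate 3. The clusters changed at least 1.5-fold were then 79, 74, 89, 112, 114 and 2218, and those lower numbered at most 2 except without LPS replicate 3, where they were 1152. No downregulated gene kept its call without any array other than LPS replicate 3 (adjusted p up to 0.232 from limma). With LPS replicates 1 and 2 both left out, an alternative chosen after the data were seen in which the 1 LPS array left is assumed to vary like the PBS arrays, 71 clusters were higher and 12 lower.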

When analyzed using Partek Genomics Suite, 85 entities were differentially expressed in the brains by at least 1.5-fold (Additional file 2: Table S2). Therefore, 48 hours after challenge, the transcriptional profile of the brain is altered in response to systemic LPS-induced inflammation.

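Of the genes named alone that passed the test, Lcn2 and Saa3 had the largest increases. Lcn2, which encodes the acute phase protein lipocalin 2 and lies on chromosome 2 of GRCm38.p6 from 32384637 to 32387739, rose from a log2 expression of 6.08 ± 0.33 (SD, n = 3) after vehicle to 10.96 ± 0.20 (SD, n = 3) after LPS. This is a fold change of 29.3 (adjusted p = 0.000878 from limma). Saa3, which encodes serum amyloid A3 and lies on chromosome 7 from 46711998 to 46719615, rose from 6.47 ± 0.49 (SD, n = 3) to 10.00 ± 0.10 (SD, n = 3), a fold change of 11.6 (adjusted p = 0.00210 from limma). Irf7, a transcription factor of the interferon response, had a fold change of 6.08, and Cd93, a receptor of endothelial and myeloid cells, a fold change of 6.06. The 15 named genes with the largest increases also included Oasl2, Ifi207, Rtp4, Pilra, Trim30a, Ifitm3, Cxcl10, Gbp4, Usp18, Ifit3 and Ifi30, with fold changes from 3.64 to 5.44. All 3 LPS arrays were above all 3 PBS arrays for each of the 15 genes, with adjusted p from 0.000878 to 0.0120 from limma. In the PBS mice Irf7 and Gbp4 lay below the array medians of 5.71 to 5.77 for olfactory and vomeronasal receptor genes, which are hardly transcribed in brain, so that their fold changes and ranks depend on the background. The calls of Ifit3 and Pilra ended without PBS replicate 2 (adjusted p = 0.0614 for each from limma), and that of Cxcl10 without any PBS replicate or LPS replicate 1 (adjusted p up to 0.0832).

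**Figure D1:**
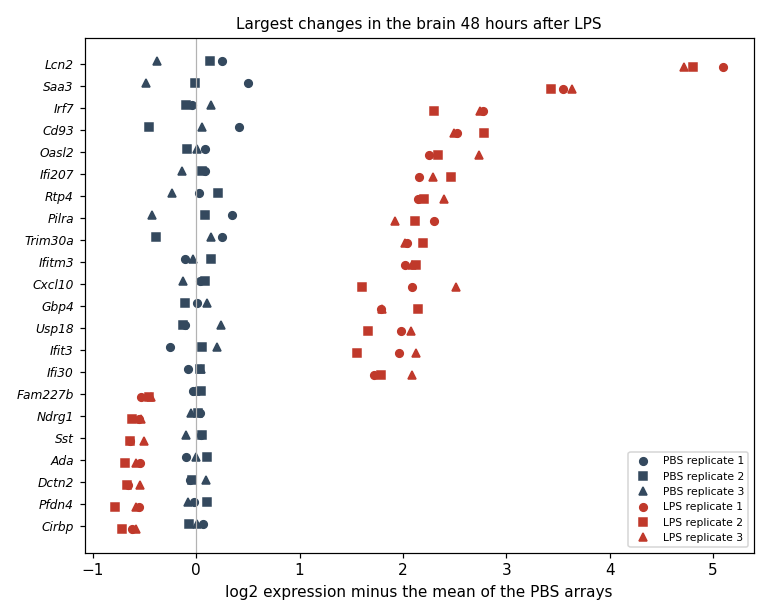
Log2 expression minus the mean of the PBS arrays for the 15 genes with the largest increases and the 7 downregulated genes. Each symbol is 1 mouse, red for LPS and dark for PBS, and for each gene the 3 LPS mice lie on one side of the 3 PBS mice.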

Differentially expressed genes with a fold change value of 1.5 or greater were subjected to gene ontology clustering using the DAVID Bioinformatics Resources. Amongst the most significantly enriched biological processes are: ‘immune response’, ‘immunity and defence’, ‘macrophage-mediated immunity’ and ‘interferon-mediated immunity’ (Figure 1B). This strongly implies the presence of a remotely triggered immune or inflammatory response in the brain.

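Genes of activated macrophages and microglia rose after LPS. Of 29 measured genes of this list 14 were higher, none was lower and 15 did not pass the limma test, with 22 higher and 1 lower when adjusted over the list alone. Their median log2 fold change was 0.89 (adjusted p = 6.4e-26 from camera and adjusted p = 0.0156 with an estimated correlation). Fcgr4, which encodes an activating Fc receptor for IgG, had a log2 fold change of 1.83 (standard error 0.08, adjusted p = 0.000878 from limma). Itgam, which encodes the integrin CD11b, and Msr1, which encodes a scavenger receptor, had fold changes of 3.41 and 2.29 (adjusted p = 0.00317 and 0.00243 from limma). In the PBS mice Fcgr4 and Msr1 lay below the median of the olfactory and vomeronasal receptor genes, so that their fold changes depend on the background. Of 16 genes of homeostatic microglia 1 was higher, none was lower and 15 did not pass the limma test. The list had a median log2 fold change of 0.06 (adjusted p = 0.0927 from camera). The higher gene was Olfml3, with a log2 fold change of 0.89 (adjusted p = 0.0263 from limma), while Cx3cr1, which encodes the fractalkine receptor, had a log2 fold change of 0.47 (adjusted p = 0.216 from limma). The median difference of LPS replicates 1 and 2 from LPS replicate 3 was -0.41 on the log2 scale over the homeostatic genes and -0.13 over the genes of activated cells. The latter had 6, 7, 6 and 7 higher genes without PBS replicates 1, 2 and 3 and LPS replicate 1 in turn, and the call of Olfml3 ended without any PBS replicate or LPS replicate 2 (adjusted p up to 0.147 from limma). Without LPS replicate 3, 1 homeostatic gene was higher and 1 was lower.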

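Among 16 complement genes, C4b, C1qb, C1qc and C3ar1 were higher after LPS, none was lower and 12 did not pass the limma test, with 6 higher and 1 lower when adjusted over the list alone (adjusted p = 5.6e-07 from camera for the list, and adjusted p = 0.128 with an estimated correlation). C4b, a component of the classical pathway, had a log2 fold change of 1.65 (adjusted p = 0.00367 from limma). Of 17 acute phase reactants, Lcn2, Saa3, Serpina3n and Cp were higher, none was lower and 13 did not pass, with 4 higher when adjusted over the list alone (adjusted p = 0.000153 from camera for the list, and adjusted p = 0.0820 with an estimated correlation). Serpina3n, which encodes a protease inhibitor, had a log2 fold change of 1.82 (adjusted p = 0.00367 from limma). Of 12 genes of MHC class I antigen presentation, Tap1, which encodes a peptide transporter, and H2-Q4 were higher, none was lower and 10 did not pass, with 8 higher when adjusted over the list alone (median 0.43, adjusted p = 1.5e-08 from camera and adjusted p = 0.0197 with an estimated correlation). Among the 10 was Nlrc5, chosen after its value was seen, whose clusters disagreed. Its brightest cluster had a log2 fold change of 0.13 (adjusted p = 0.630 from limma), while 3 of the 19 clusters that name it alone were higher. None of 6 genes of MHC class II antigen presentation passed limma or the methods' t-test, and 3 were lower at an unadjusted p under 0.05 from limma (median -0.26, adjusted p = 0.0573 from camera). Over these class II genes the median difference of LPS replicates 1 and 2 from LPS replicate 3 was -0.33 on the log2 scale, and 2 were lower without LPS replicate 3. The calls of C1qb, Tap1 and H2-Q4 ended without any array other than LPS replicate 3 (adjusted p up to 0.136 from limma), that of C3ar1 without any PBS replicate or LPS replicate 2 (up to 0.154), that of Cp without any PBS replicate or LPS replicate 1 (up to 0.106), and that of C1qc without PBS replicate 1 or 2 or LPS replicate 1 or 2 (up to 0.0810). Without LPS replicate 3, 6 complement genes were higher and 1 was lower, and 5 class I genes were higher.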

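Inflammatory signalling genes were measured in the same brains. Of 19 genes of toll-like receptor signalling 1 was higher, none was lower and 18 did not pass the limma test, with 3 higher when adjusted over the list alone. This was Tlr2, which encodes the receptor for bacterial lipoproteins, with a log2 fold change of 1.63 (standard error 0.08, adjusted p = 0.00144 from limma). Tlr4, the receptor for LPS, had a log2 fold change of 0.30 (adjusted p = 0.407 from limma). Its mean log2 expression in the PBS mice was 5.77, close to the median of the olfactory and vomeronasal receptor genes. The lack of a call for Tlr4 is therefore hardly informative. Tlr2 had a mean of 5.82 in these mice, also near that median, so that its fold change may depend on the background. Of 15 inflammatory cytokine genes 1 was higher, none was lower and 14 did not pass, with 2 higher when adjusted over the list alone. This was Il1a, with a log2 fold change of 0.84 (adjusted p = 0.0281 from limma), while Il1b, Il6 and Tnf had log2 fold changes of 0.36, -0.11 and 0.06 (adjusted p = 0.362, 0.509 and 0.805 from limma). In the PBS mice Il1a, Il1b, Il6 and Tnf lay below the median of the olfactory and vomeronasal receptor genes and so not above background. For Il1b, Il6 and Tnf a lack of change is not informative, and the fold change of Il1a depends on the background. Of 17 chemokine genes 2 were higher, none was lower and 15 did not pass, with 4 higher when adjusted over the list alone. These were the interferon-inducible Cxcl10, with a log2 fold change of 2.07, and Cxcl16, with a log2 fold change of 0.72 (adjusted p = 0.0195 from limma). Of 12 target and feedback genes of NF-kappa-B 2 were higher, none was lower and 10 did not pass, with 3 higher when adjusted over the list alone. These were Vcam1 and Icam1, which encode adhesion molecules of activated endothelium, with log2 fold changes of 1.42 and 0.84 (adjusted p = 0.00243 and 0.00809 from limma). Of 9 genes of endothelial activation, these and Edn1 and Ch25h were higher, none was lower and 5 did not pass, with 5 higher when adjusted over the list alone (median 0.35, adjusted p = 8.6e-10 from camera and adjusted p = 0.0455 with an estimated correlation).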

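As lists, chemokines had an adjusted p of 1.5e-05, toll-like receptor signalling of 8.1e-05, NF-kappa-B of 0.000971 and inflammatory cytokines of 0.00304 from camera. The chemokine list kept its call with an estimated correlation (adjusted p = 0.0327), and the others did not (adjusted p = 0.0712 for toll-like receptor signalling, 0.0700 for NF-kappa-B and 0.0700 for cytokines with an estimated correlation). The call of Cxcl16 ended without any array other than LPS replicate 3 (adjusted p up to 0.118 from limma), and those of Il1a and Ch25h without any PBS replicate or LPS replicate 2 (adjusted p up to 0.163). The call of Edn1 ended without any PBS replicate or LPS replicate 1 (adjusted p up to 0.0738 from limma) and that of Icam1 without PBS replicate 1 or 2 or LPS replicate 1 (up to 0.0571). Without LPS replicate 3 the higher genes numbered 2 in the toll-like receptor list, 2 among cytokines and 4 among chemokines.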

To complement and validate the data generated using DAVID, the putative interactions and functional relationships between the protein products of the significantly altered genes were assessed using Ingenuity Pathway Analysis software. Significantly altered pathways included: ‘activation of interferon regulatory factors (IRFs) by cytosolic pattern recognition receptors (cPRRs)’, ‘Jak1, Jak2 and Tyk2 in interferon signalling’ and ‘interferon signalling’ (Figure 1C). 

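Of 16 measured genes of cytosolic pattern recognition receptors and IRF activation, 5 were higher after LPS, none was lower and 11 did not pass the limma test, with 7 higher when adjusted over the list alone (adjusted p = 2.3e-09 from camera for the list and adjusted p = 0.0212 with an estimated correlation). Irf7, which lies on chromosome 7 of GRCm38.p6 from 141263183 to 141266499, rose from a log2 expression of 5.39 ± 0.13 (SD, n = 3) after vehicle to 8.00 ± 0.27 (SD, n = 3) after LPS. Ddx58, which encodes the RNA sensor RIG-I, and Sting1, an adaptor of cytosolic DNA sensing, had log2 fold changes of 1.35 and 0.80 (adjusted p = 0.00713 and 0.00664 from limma). Trim25, which encodes a ubiquitin ligase acting on RIG-I, had a log2 fold change of 1.01, and Zbp1, a nucleic acid sensor chosen after its value was seen, of 0.88 (adjusted p = 0.0207 and 0.0255 from limma). Of 15 interferon receptor and JAK-STAT components 1 was higher, none was lower and 14 did not pass, with 4 higher when adjusted over the list alone (adjusted p = 1.5e-05 from camera for the list and adjusted p = 0.0640 with an estimated correlation). This was Stat2, a subunit of the transcription factor that type I interferon receptors activate, with a log2 fold change of 0.69 (adjusted p = 0.0141 from limma), while its partner Irf9 had a log2 fold change of 0.92 (adjusted p = 0.0555 from limma). The kinases Jak1, Jak2 and Tyk2 had log2 fold changes of 0.03, 0.14 and 0.27 (adjusted p = 0.888, 0.429 and 0.388 from limma). None of 9 interferon genes passed limma or the methods' t-test and none had an unadjusted p under 0.05 from limma (adjusted p = 0.718 from camera for the list). Ifnb1, which encodes IFNβ, had a log2 expression of 5.40 ± 0.11 (SD, n = 3) after vehicle and 5.39 ± 0.12 (SD, n = 3) after LPS. In the PBS mice 5 of the 9 interferon genes, Ifnb1 among them, lay below the median of the olfactory and vomeronasal receptor genes and so not above background, and for these a lack of change is not informative. The calls of Stat2 and Trim25 ended without any array other than LPS replicate 3 (adjusted p up to 0.121 from limma), that of Zbp1 without any PBS replicate or LPS replicate 2 (up to 0.133), that of Sting1 without PBS replicate 1 or 3 (up to 0.0545) and that of Ddx58 without PBS replicate 2 (0.0565). Without LPS replicate 3, 3 JAK-STAT components were higher.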

The transcriptional enhancement of IFN signalling pathway components, coupled with the enrichment of genes involved in IFN-mediated immunity, suggests that systemic LPS challenge might induce an IFN response in the brain.

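Type I interferon-stimulated genes rose together. Of 54 measured genes of this list 26 were higher after LPS, none was lower and 28 did not pass the limma test, with 49 higher when adjusted over the list alone. All 54 had a log2 fold change above 0, with a median of 0.80 (adjusted p = 1.5e-60 from camera and adjusted p = 0.0197 with an estimated correlation). Usp18, which encodes a protease that removes ISG15 from proteins, had a log2 fold change of 1.91 (standard error 0.15, adjusted p = 0.00405 from limma), and Trim30a of 2.08 (standard error 0.17, adjusted p = 0.00455 from limma). Tables S2 and S3 had been read when the list was written. Without the genes of Tables 1, S2 and S3, 8 of 36 genes were higher, and 31 when adjusted over the list alone, with a median log2 fold change of 0.60 (adjusted p = 3.6e-32 from camera and adjusted p = 0.0455 with an estimated correlation). The mean log2 difference from the PBS mean over the 54 genes was 0.91, 0.89 and 1.10 in LPS replicates 1, 2 and 3 (exact two-sided permutation test against the 3 PBS mice, p = 0.1, the smallest p that 3 against 3 mice allow). In 43 of the 54 genes the mean of LPS replicates 1 and 2 was at or below LPS replicate 3. The higher genes numbered 16, 14, 16 and 17 without PBS replicates 1, 2 and 3 and LPS replicate 1 in turn, 39 without LPS replicate 3, and 15 with LPS replicates 1 and 2 both left out and 1 LPS array remaining. From the enhanced transcription of components of IFN signalling pathways, coupled with the enrichment of genes of IFN-mediated immunity, the paper proposes that systemic LPS might induce an IFN response in the brain.

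**Figure D2:**
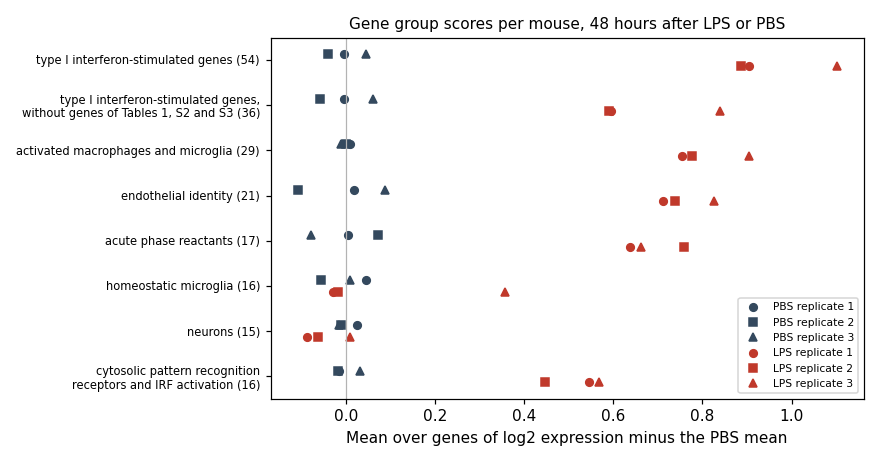
Mean over the genes of each list of log2 expression minus the PBS mean, for each mouse, with the number of genes in brackets; red symbols are LPS mice and dark symbols PBS mice. For the 54 type I interferon-stimulated genes the LPS mice lie at 0.91, 0.89 and 1.10, above all PBS mice.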

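At least 2-fold upregulation after LPS was found in 108 transcript clusters and in 73 genes named alone. Of these genes 17 are in the list of type I interferon-stimulated genes, and 43 are in Tables 1, S2 or S3. Endothelial genes were among them. Vwf, which encodes von Willebrand factor, had a fold change of 2.25 (adjusted p = 0.00243 from limma). Emcn, which encodes endomucin, and Tek, which encodes the angiopoietin receptor, had fold changes of 2.12 and 2.06 (adjusted p = 0.00448 and 0.00465 from limma). With LPS replicates 1 and 2 both left out, which leaves 1 LPS array that is assumed to vary like the PBS arrays, Emcn and Tek had log2 fold changes of 1.10 and 1.09 and did not pass (adjusted p = 0.0629 and 0.0570 from limma), and 71 clusters were at least 2-fold higher. Without LPS replicate 3 there were 653 such clusters and without PBS replicate 2 there were 67.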

Analyzing the Affymetrix dataset using Partek Genomics Suite returned a list of 55 differentially expressed entities that satisfied a more stringent fold change cut-off of 2 (Additional file 2: Table S2). Prior to qPCR validation, with the aim of focusing only on the genes that are most robustly differentially expressed, the Affymetrix dataset was reanalyzed using GeneSpring GX analysis software, and the resulting list of significantly regulated genes was compared with that generated using Partek. The 39 entities identified by GeneSpring as being upregulated by at least 2-fold (Additional file 3: Table S3) were then compared with those identified using Partek (Figure 1D). 

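Of the genes of Table S3, 26 are named alone on the arrays, all had a log2 fold change above 0, and 25 passed the limma test. The remaining gene, Ms4a6d, a macrophage gene chosen after its value was seen, had a log2 fold change of 1.51 (standard error 0.27, adjusted p = 0.0897 from limma, and 0.00794 without LPS replicate 3). The 59 genes of Table S2 that are named alone all passed with the direction of the table. Ifi207, a gene of the interferon-activated Ifi200 family, had a log2 fold change of 2.30 (standard error 0.11, adjusted p = 0.00112 from limma). Of the 65 genes named alone in either table, 64 passed the limma test and 3 passed the methods' t-test at the same adjusted threshold. The study chose both tables on these arrays, so the overlap compares ways of processing the same mice and is not independent evidence of direction. Across the 26 genes of Table S3 the fold changes here and in the table had a Spearman rho of 0.886, and genes are not independent replicates.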

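Of the genes at 2-fold or more in both Tables S2 and S3, 19 are named alone on the arrays, and all 19 passed the limma test and were at least 2-fold higher after LPS. Table 1 holds 24 genes, of which 18 are named alone and 6 were not analysed here by name. The 7 genes that Table 1 does not class as interferon-stimulated and that are named alone were all higher, also without each array in turn, and 5 were with LPS replicates 1 and 2 both left out and 1 LPS array remaining. The study chose this list on these samples, so its count is not independent evidence of direction. Pglyrp1, which encodes a peptidoglycan recognition protein, had a log2 expression of 7.48 ± 0.08 (SD, n = 3) after vehicle and 8.84 ± 0.06 (SD, n = 3) after LPS. Apobec3, which encodes a cytidine deaminase that restricts retroviruses, had a fold change of 2.32 (adjusted p = 0.00426 from limma) in the brighter of its 2 clusters, and the other cluster did not pass.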

Of the 29 entities that were common to both lists, 24 are known genes. These are grouped according to biological function in Table 1. Strikingly, over half of the genes in this list are interferon-stimulated genes (ISGs). This supports the hypothesis generated from the Ingenuity Pathway analysis; that IFN signalling is induced in the brain following peripheral LPS injection. 

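The paper classes 14 of the 24 genes in Table 1 as ISGs, or 58.3%. Of these 11 are named alone on the arrays, and all 11 were higher after LPS, also without each array in turn, in a list that the study chose on these samples and that is not independent evidence of direction. Their log2 fold changes ran from 1.22 for Irgm1, which encodes an immunity-related GTPase, to 2.44 for Oasl2, a gene of the oligoadenylate synthetase family. Ifit1, which encodes an inhibitor of viral translation, had a log2 expression of 7.32 ± 0.08 (SD, n = 3) after vehicle and 9.01 ± 0.12 (SD, n = 3) after LPS. Ifitm3, which encodes a membrane protein that limits viral entry, had a log2 expression of 9.51 ± 0.13 (SD, n = 3) after vehicle and 11.59 ± 0.05 (SD, n = 3) after LPS. Lgals3bp, which encodes a secreted galectin ligand, and Sp100, which encodes a nuclear body protein, had log2 fold changes of 1.73 and 1.59 (adjusted p = 0.00172 and 0.00283 from limma). Rnf213, which encodes a ubiquitin ligase, is named alone by 2 clusters, both higher, the brighter with a log2 fold change of 1.62 (adjusted p = 0.00112 from limma). Ctsc, which encodes the lysosomal protease cathepsin C, had a log2 fold change of 1.31 (adjusted p = 0.00152 from limma).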

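Interferon-inducible GTPases, which act in the defence of cells against intracellular microbes, rose as a group. Of 8 genes of this list named alone 7 were higher, none was lower and 1 did not pass the limma test, with 8 higher when adjusted over the list alone. Their median log2 fold change was 1.33 (adjusted p = 2.0e-20 from camera and adjusted p = 0.0197 with an estimated correlation). Gbp4, Gbp7 and Gbp3, which encode guanylate-binding proteins, had fold changes of 3.76, 2.86 and 2.66 (adjusted p from 0.00153 to 0.00209 from limma). The 12 genes named alone among those that the study took to qPCR were all higher on the arrays, again a list chosen by the study and not independent evidence of direction. Among them Rtp4, which encodes a chaperone of membrane receptors, had a log2 expression of 6.52 ± 0.23 (SD, n = 3) after vehicle and 8.76 ± 0.13 (SD, n = 3) after LPS. Without PBS replicate 2 the higher GTPase genes numbered 4.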

As they have been simultaneously validated using two bioinformatics approaches, ISGs from this sub-list of genes (Table 1) have subsequently been focused on for the remainder of the study, with the assumption that these genes are most likely to be biologically relevant.

**Table 1:** Functional properties of differentially expressed target genes

**Gene symbol**	**Gene name**
**Interferon-stimulated genes**	
*Ctsc*	Cathepsin C
*Gbp2*	Guanylate-binding protein 2
*Gbp3*	Guanylate-binding protein 3
*Gbp6*	Guanylate-binding protein 6
*Gbp7*	Guanylate-binding protein 7
*Ifit1*	Interferon-induced protein with tetratricopeptide repeats
*Ifitm3*	Interferon-induced transmembrane protein
*Irgm1*	Immunity-related GTPase, family M, member 1
*Lgals3bp*	Lectin, galactoside-binding, soluble, 3 binding protein
*Oasl2*	2′-5′ Oligoadenylate synthetase-like 2
*Rnf213*	Ring finger protein 213
*Rtp4*	Receptor transporter protein 4
*Sp100*	Nuclear antigen Sp100
*Stat1*	Signal transducer and activator of transcription 1
**Acute phase reactants**	
*Lcn2*	Lipocalin 2
*Saa3*	Serum amyloid A3
*Serpina3n*	Serine (or cysteine) peptidase inhibitor, clade A
**Immunity system components**	
*C4b |C4a*	Complement component 4B (Childo blood group) | complement 4A (Rodgers blood group)
*Fcgr4*	Fc receptor, IgG, low affinity IV
*H2-K1*	Histocompatibility 2, K1, K region
*Pglyrp1*	Peptidoglycan recognition protein 1
**Cell surface molecules**	
*Il2rg*	Interleukin 2 receptor, gamma chain
*Ly6a*	Lymphocyte antigen 6 complex, locus A
**mRNA editing**	
*Apobec3*	Apolipoprotein B mRNA editing enzyme

### Differential expression of ISGs was confirmed using qPCR

Using RNA isolated from an independent experiment, ISG upregulation in the brain following LPS injection was then validated using qPCR. Even though brains were perfused, to control for the possibility of a residual contaminating signal coming from the peripheral blood, the expression of ISGs was compared in the brain and PBLs. In addition to target ISGs (Table 1), upregulation of genes encoding the classic interferon-inducible chemokine CXCL10, and IRF7, were also validated by qPCR, as was the upregulation of the gene encoding the negative regulator of IRF7, guanylate-binding protein (GBP) 4. Owing to the relatively high proportion of GBPs in the dataset, *Gbp6* and *Gbp7* were arbitrarily excluded from validation. With the exception of *Sp100* and *Stat1*, all ISGs assayed were significantly upregulated in the brains of mice challenged with systemic LPS compared with vehicle controls (Figure 2A, Table 2). Although many of the genes were upregulated to a similar extent in both the brain and PBLs, in terms of fold change, *Cxcl10*, *Irf7*, *Gbp3* and *Gbp4* were upregulated independently in the brain. Thus, our data demonstrate a differential pattern of gene expression in the brain from that of the PBLs. Not only do these crucial observations provide evidence of a brain-specific inflammatory response as a result of systemic LPS injection, but they support the validity of the dataset; confirming an upregulation of target genes whilst simultaneously verifying that the observed fold changes in the brain are not a secondary effect of blood contamination.

**Figure 2:**
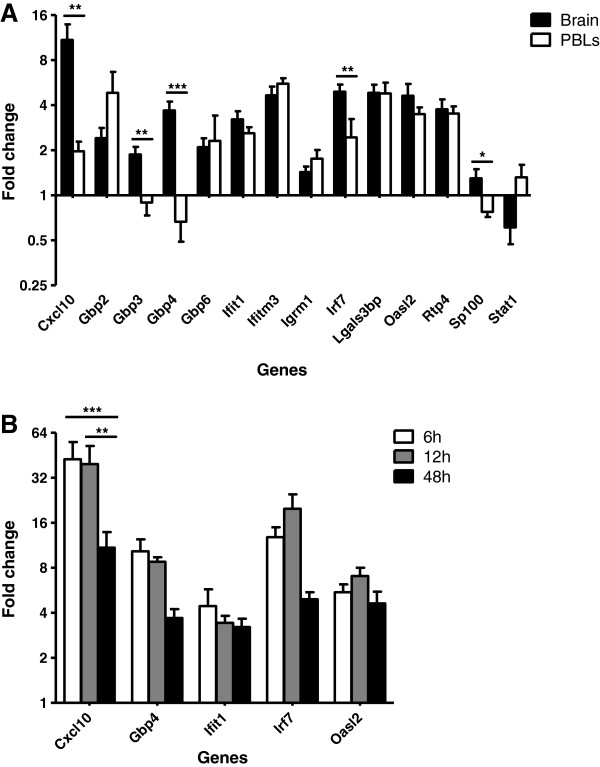
**ISG induction in the brain and blood of LPS-treated mice. (A)** Relative expression of ISGs in the brain and PBLs, 48 hours after LPS injection (100 μg i.p.) compared with vehicle injection. **(B)** Relative expression of ISGs in the brain, 6, 12 and 48 hours after LPS injection compared with vehicle injection. Gene expression normalized to TBP. Fold change calculated by comparing the normalized copy number in each sample with the mean of the vehicle-injected controls. Data represent mean ± SEM. Statistical significance was determined using two-way ANOVA: *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001; *n* = 4/group.

**Table 2:** Significance of differentially expressed target genes following acute inflammatory models

**Gene**	**Significance of fold change in treatment group compared to vehicle control group (↑, upregulated; ↓, downregulated)**					
	**LPS (*P*)**		**TNFα (*P*)**		**LTA (*P*)**	
	**Brain**	**PBLs**	**Brain**	**PBLs**	**Brain**	**PBLs**
***Ctsc***	↑ 0.0332	↑ 0.0283	Not significant	Not significant	Not significant	Not significant
***Cxcl10***	↑ 0.0122	↑ 0.0329	Not significant	↓ 0.0016	Not significant	Not significant
***Gbp2***	↑ 0.0160	Not significant	Not significant	↓ 0.0288	Not significant	Not significant
***Gbp3***	↑ 0.0197	Not significant	Not significant	↓ 0.0179	Not significant	Not significant
***Gbp4***	↑ 0.0030	Not significant	↑ 0.0334	↓ 0.0478	Not significant	Not significant
***Ifit1***	↑ 0.0027	↑ 0.0010	Not significant	Not significant	Not significant	Not significant
***Ifitm3***	↑ 0.0016	↑ 0.0001	Not significant	Not significant	Not significant	↑ 0.0481
***Igrm1***	↑ 0.0343	↑ 0.0311	Not significant	Not significant	Not significant	Not significant
***Irf7***	↑ 0.0004	Not significant	Not significant	Not significant	Not significant	Not significant
***Lgals3bp***	↑ 0.0012	↑ 0.0055	Not significant	Not significant	Not significant	↑ 0.0030
***Oasl2***	↑ 0.0075	↑ 0.0008	Not significant	Not significant	Not significant	Not significant
***Rtp4***	↑ 0.0044	↑ 0.0010	Not significant	Not significant	Not significant	Not significant
***Sp100***	Not significant	↓ 0.0101	Not significant	↓ 0.0062	Not significant	Not significant
***Stat1***	Not significant	Not significant	↑ 0.0252	↓ 0.0371	Not significant	Not significant

Significance of differential gene expression was calculated separately for individual genes in each tissue using an unpaired *t* test.

### ISGs are rapidly induced in the brain following systemic LPS injection

In the immediate hours following a single injection of LPS, the response in the brain is well characterized. Largely encompassing an acute phase response, the majority of reported effects in the brain are known to peak within 12 hours following peripheral LPS injection [24-26]. To determine whether the upregulation of ISGs is a remnant of an earlier response, we looked at expression levels of a selection of ISGs in the brain 6 hours and 12 hours following injection and compared them with the expression levels at 48 hours (Figure 2B). With the exception of *Cxcl10*, the expression levels of which are significantly reduced at 48 hours, no significant differences were observed in the expression levels of ISGs at 48 hours, compared with either 6 hours or 12 hours. Thus, ISGs are induced in the brain by 6 hours following systemic LPS injection and this response persists until 48 hours after injection.

### ISGs were not induced in the brain following peripheral TNFα-induced inflammation

One of the accepted routes of brain sensitization following systemic LPS challenge is the activation of endothelial cells in the brain vasculature by circulating cytokines [26]. To determine whether circulating cytokines were sufficient to induce the expression of ISGs in the brain, mice were challenged with recombinant murine TNFα (1 μg i.v. at 0 and 24 hours). After 48 hours, the expression of the target ISGs was quantified by qPCR. *Gbp4* and *Stat1* were the only ISGs to show slight but significant elevation (1.59- and 1.26-fold, respectively) in the brain following TNFα-injection (Figure 3, Table 2). In fact, several ISGs were significantly downregulated in matched PBLs. Given that the concentrations of systemic TNFα that would result from the intravenous injection of 1 μg would be considerably higher than those induced by systemic LPS (levels were undetectable, as shown in Figure 1), these data collectively suggest that central ISG induction following LPS challenge cannot be accounted for simply on the basis of elevated TNFα in the circulation.

**Figure 3:**
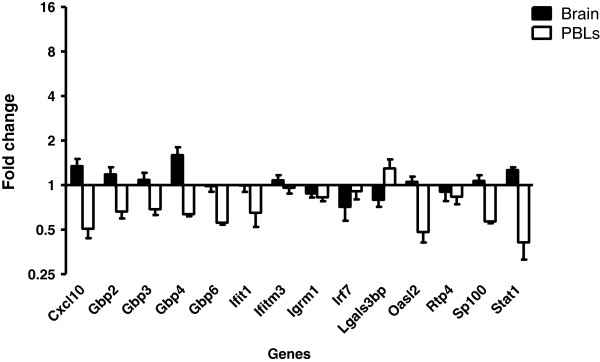
**Response in the brain to systemic administration of TNF.** Mice were injected with two doses of TNFα (1 μg i.v.) or vehicle at 0 and 24 hours and relative expression of interferon-stimulated genes (ISGs) in the brain and peripheral blood leucocytes (PBLs) was determined 48 hours after initial injection. Gene expression was normalized to TBP. Fold change was calculated by comparing the normalized copy number in each sample with the mean of the vehicle-injected control group. Data represent mean ± SEM.

### Inflammatory cytokines and ISGs remain elevated in the brain during endotoxin tolerance

Although ISGs were not induced in the brain in response to circulating TNFα, the previous experiment did not rule out the contribution of other inflammatory cytokines. With the aim of establishing the temporal pattern of ISG expression in the brain and PBLs in the context of endotoxin tolerance, when inflammatory cytokine production is known to be ameliorated in the periphery, we injected mice with a single dose of LPS (50 μg i.p.) daily for 2, 5 or 7 consecutive days. This contrasts with the use of a single application of 100 μg for the initiation of acute LPS effects. Endotoxin tolerance is an important defence mechanism designed to protect the host against endotoxic shock. In addition to eliciting expression of a number of proinflammatory genes, initial cellular exposure to LPS triggers the simultaneous downregulation of TLR expression and the induction of several inhibitory molecules that negatively regulate TLR signalling [27]. This culminates in a transient inactivation of various proinflammatory genes by leucocytes in the periphery, including genes encoding the inflammatory cytokines TNFα, IL-1β and IL-6. At the same time, less potentially pathogenic genes are primed, such as antimicrobial effectors [28]. As a consequence, repeated exposure to TLR ligands leads to a dampening of the proinflammatory milieu without compromising host defence. Conversely, cytokine expression has been shown to continue in the brain during endotoxin tolerance [29,30].

Consistent with previous reports, *Il1b* and *Tnfa* were independently upregulated in the brain following multiple LPS challenges (Figure 4A). As anticipated, under these conditions, inflammatory cytokine transcripts were not induced in PBLs. Interestingly, whilst ISG expression is rapidly dampened in the periphery, expression continues in the brain, gradually decreasing between days 2 and 7 (Figure 4B). At day 2, all ISGs were significantly upregulated in the brains of the LPS-challenged mice. At the same time point, most ISGs were similarly upregulated in PBLs as in brain, with the exception of *GBP4*, which was downregulated. On day 5, ISGs remained induced in the brain. All but *Cxcl10* were significantly upregulated at this time point. In contrast, the same genes were significantly downregulated by PBLs. By day 7, ISG transcript levels began to return to baseline, with the exception of *Irf7*, which remained significantly induced. Thus, in comparison with PBLs, it would appear that the brain exhibits a specific and prolonged response to repeated LPS challenge. Not only does this further suggests that LPS-induced ISG expression in the brain is unlikely to be a downstream consequence of peripheral inflammatory cytokines, it again suggests differential mechanism of gene regulation in the brain and the PBLs.

**Figure 4:**
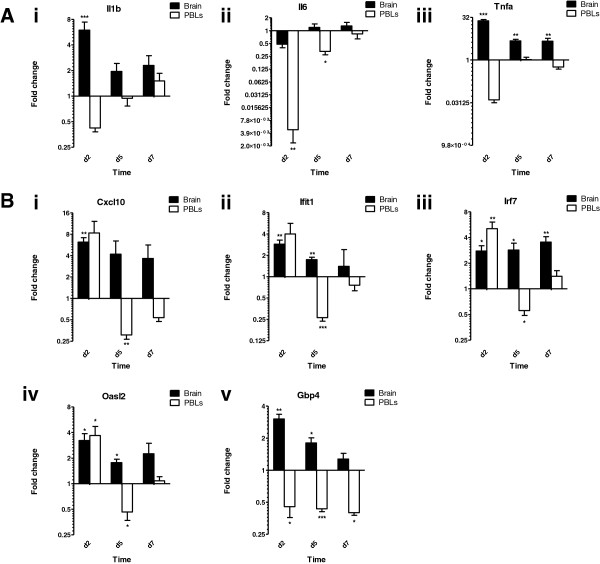
**ISG induction in the brain and PBL of mice treated daily with LPS.** Mice were injected daily with LPS (50 μg i.p.) or vehicle. **(A,B)** Relative gene expression in the brains and PBLs of mice, 2, 5 and 7 days following initial injection. **(A)** Relative expression of cytokines; (i) Il1b, (ii) Il6 and (iii) Tnfa. **(B)** Relative expression of target ISGs; (i) Cxcl10, (ii) Ifit1, (iii) Irf7, (iv) Oasl2 and (v) Gbp4. Gene expression normalized to TBP. Fold change was calculated by comparing the normalized copy number in each sample with the mean of the vehicle-injected controls. Data represent mean ± SEM. Statistical significance was determined using two-way ANOVA: *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001; *n* = 4/group.

### Systemic administration of LTA was unable to induce an IFN response in the brain

LPS binds to TLR4 and exerts its effects via one of two downstream signalling pathways (Figure 5): activation of NFκB through the classical MyD88-dependent pathway, which results in inflammatory cytokine induction, or IRF3 activation through the domain-containing-adaptor-protein-(TRIF)-dependent pathway, which triggers IFNβ production [31]. As many of the genes upregulated in response to LPS can be regulated by IFNs, it is possible that they are being expressed downstream of LPS-induced IFNβ production. To further investigate this possibility, mice were challenged systemically with two high doses of the TLR2 ligand, LTA (500 μg i.v. at 0 and 24 hours). TLR2 ligation can only activate NFκB through the classical pathway [31], thereby eliminating the possibility of TRIF-dependent signalling (Figure 5). As we hypothesized, no significant ISG induction was detected in the brain following LTA-injections (Figure 6, Table 2). *Ifitm3* and *Lgals3bp* were the only ISGs to be significantly induced in PBL. Consequently, activation of the MyD88-dependent pathway alone is insufficient to mimic the brain inflammation that occurs following systemic LPS challenge.

**Figure 5:**
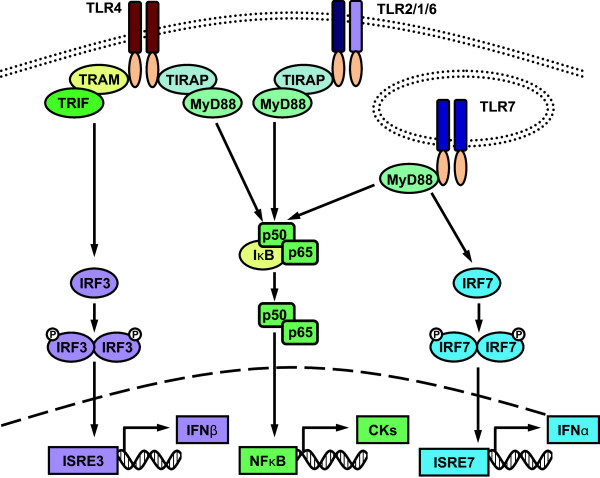
**TLR-induced signalling pathways.** When activated, toll-like receptors (TLRs) either heterodimerize, such as TLR2 with either TLR1 or TLR6, or homodimerize to induce signalling pathway activation. Signalling is regulated by adaptor molecules. MyD88 is an adaptor used by all TLRs aside from TLR3. TLR7 recruits MyD88 directly, whereas TLR4 and TLR2 recruit MyD88 through bridging adapter TIRAP. MyD88 recruitment ultimately leads to the activation of nuclear transcription factor NFκB by releasing the p50 and p65 subunits from the NFκB inhibitor IκB. Activated NFκB then translocates to the nucleus to induce the expression of inflammatory cytokines. When activated by TLR7, MyD88 can also induce the phosphorylation and dimerization of interferon regulatory factor 7 (IRF7). This activation of IRF7 triggers the induction of IFNα. An alternative signalling pathway downstream of TLR4 involves the recruitment of adaptor molecule TRIF through bridging protein TRAM. This ultimately leads to activation of IRF3 and subsequent IFNβ induction (For review see [31]). Note that for simplicity the full complement of extracellular proteins involved in TLR for function are not represented in this diagram. Specifically, TLR4 requires MD-2, CD14 and LPS binding protein to bind LPS efficiently.

**Figure 6:**
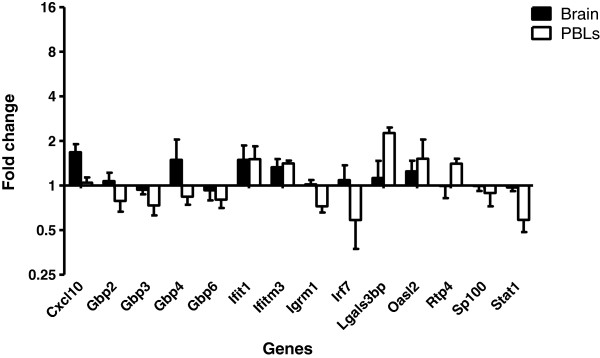
**Response in the brain to systemic administration of LTA.** Mice were injected with two doses of LTA (500 μg i.v.) or vehicle at 0 and 24 hours and relative expression of interferon-stimulated genes (ISGs) in the brain and peripheral blood leucocytes (PBLs) was determined 48 hours after initial injection. Gene expression was normalized to TBP. Fold change was calculated by comparing the normalized copy number in each sample with the mean of the vehicle-injected control group. Data represent mean ± SEM; *n* = 4/group.

### Brain-specific ISG induction is seen following induction of psoriasis-like skin inflammation

Our data demonstrate that following acute or chronic LPS challenge, the response in the brain culminates in the transcription of a panel of ISGs. To determine whether TLR-induced inflammation could induce ISG expression in a tissue-specific peripheral, but not systemic, model of inflammation, we decided to assess the expression of target ISGs in mouse brains obtained following topical, cutaneous administration of a TLR7 agonist. Mice were challenged daily with topical applications of Imiquimod (IMQ) cream on their dorsal skin for five consecutive days and sacrificed for tissue harvesting 24 hours later. This is a standard method used to create a psoriasis-like pathology [15]. After two applications, all IMQ-treated mice showed signs of psoriasis-like skin inflammation, characterized by skin thickening, erythema and scaling. The severity of the symptoms peaked after the fourth application (data not shown). Figure 7A shows representative histological images of the skin inflammation present after five applications of IMQ or control cream. Like human psoriasis lesions, dorsal skin samples from IMQ-treated mice display epidermal hyperplasia. No signs of inflammation were observed following control cream (Vaseline)-treatment. The concentration of circulating IL-1β, IL-6 and TNFα was measured by ELISA. No significant increase in circulating cytokines was detected 24 hours after the final application of IMQ (Figure 7B). Thus, daily applications of IMQ induce a psoriasis-like skin pathology that causes local, but not systemic, inflammation.

**Figure 7:**
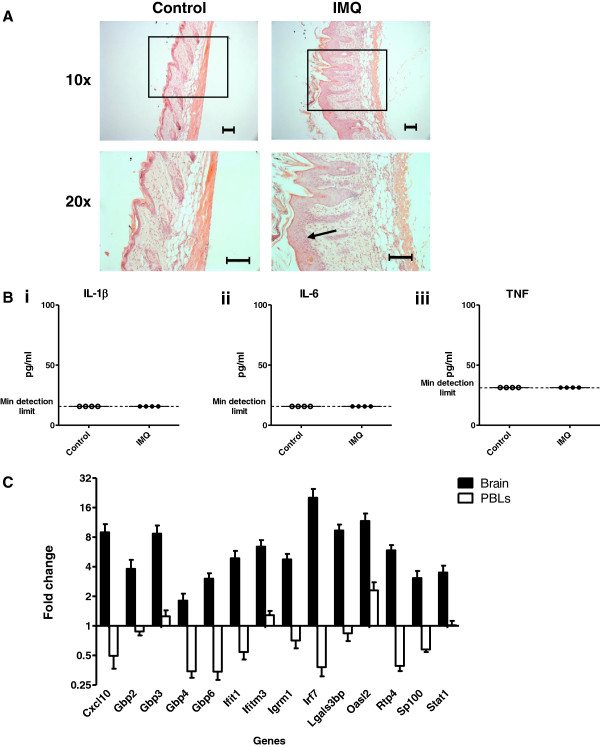
**Response in the brain to IMQ-induced skin inflammation.** Mice were treated daily with IMQ or control cream (Vaseline). Samples taken 24 hours after the fifth application. **(A)** H & E stains of (i) IMQ-treated and (ii) Vaseline-treated skin. Scale bar: 100 μm. Arrow points to epidermal hyperplasia. **(B)** Plasma concentrations of (i) IL-1β, (ii) IL-6 and (iii) TNFα. **(C)** Relative expression of ISGs, normalized to TBP, in brain and PBLs of IMQ-treated compared with Vaseline-treated mice. Fold change was calculated by comparing the normalized copy number in each sample to the mean of the vehicle-injected control group. Data represent mean ± SEM; *n* = 5/group.

At 24 hours after the final application, all target ISGs were significantly upregulated in the brains of IMQ-treated mice (Figure 7C, Table 3). Importantly, these data identify a common transcriptional signature in the brains of LPS- and IMQ-treated mice. Strikingly, in contrast with the brain, ISG expression in the PBLs did not significantly deviate from baseline. The difference in ISG regulation in the brain and PBLs following IMQ-treatment again highlights a brain-specific response to peripheral inflammation that does not appear to be mediated by circulating inflammatory cytokines.

**Table 3:** Significance of differentially expressed target genes following chronic inflammatory models

**Gene**	**Significance of fold change in treatment group compared to vehicle control group (↑, upregulated; ↓, downregulated)**			
	**IMQ (*P*)**		**TPA (*P*)**	
	**Brain**	**PBLs**	**Brain**	**PBLs**
***Ctsc***	↑ 0.0187	Not significant	↓ 0.0026	Not significant
***Cxcl10***	↑ 0.0156	Not significant	Not significant	Not significant
***Gbp2***	↑ 0.0177	Not significant	↓ 0.0401	Not significant
***Gbp3***	↑ 0.0032	Not significant	Not significant	Not significant
***Gbp4***	↑ 0.0254	Not significant	Not significant	↓ 0.0490
***Ifit1***	↑ 0.0053	Not significant	Not significant	Not significant
***Ifitm3***	↑ 0.0010	Not significant	Not significant	Not significant
***Igrm1***	↑ 0.0005	Not significant	Not significant	Not significant
***Irf7***	↑ 0.0029	Not significant	Not significant	Not significant
***Lgals3bp***	↑ 0.0003	Not significant	Not significant	Not significant
***Oasl2***	↑ 0.0015	Not significant	Not significant	Not significant
***Rtp4***	↑ 0.0002	Not significant	Not significant	Not significant
***Sp100***	↑ 0.0087	Not significant	Not significant	Not significant
***Stat1***	↑ 0.0043	Not significant	↓ 0.0241	Not significant

Significance of differential gene expression was calculated separately for individual genes in each tissue using an unpaired *t* test.

### Lack of ISG induction following sterile psoriasis-like skin inflammation

Central ISG expression was also measured in a sterile model of skin inflammation to determine the importance of TLR ligation. Mice were challenged daily with topical applications of 12-O-tetradecanoylphorbol-13-acetate (TPA) on their dorsal skin for five consecutive days. Like human psoriasis and IMQ-treatment, TPA is thought to induce skin inflammation in an IL-17 and IL-23-dependent manner [32]. However, unlike IMQ, TPA does not result in TLR ligation. After two applications, all TPA-treated mice displayed psoriasis-like skin thickening, lesioning and erythema. Symptoms gradually worsened until the end of the model (data not shown). Figure 8A shows histological images of the skin inflammation present after five applications of TPA or vehicle. Like those from the IMQ model, dorsal skin samples taken from TPA-treated mice displayed epidermal hyperplasia. Only mild signs of inflammation were observed when mice were treated with the vehicle. At 24 hours after the final application, no inflammatory cytokines were detected in the circulation (Figure 8B). Therefore, topical applications of TPA induce a psoriasis-like pathology with similar characteristics to the inflammatory skin condition induced by IMQ.

**Figure 8:**
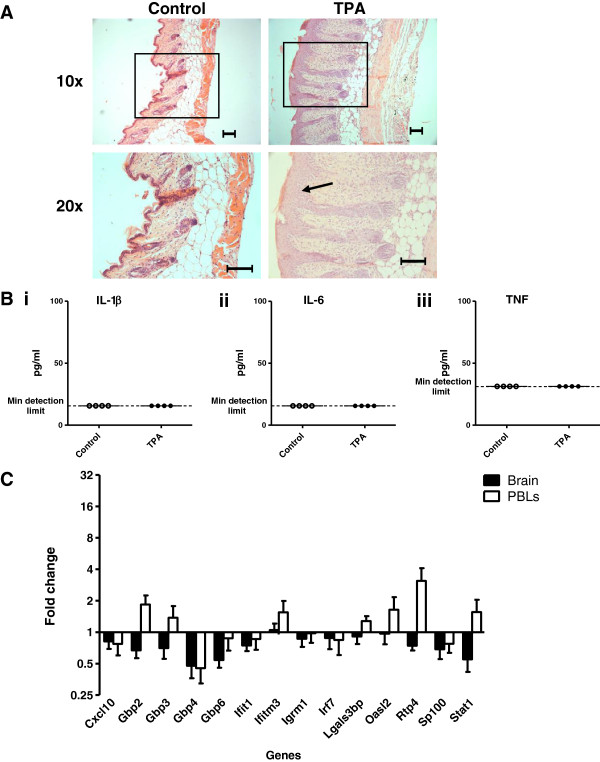
**Response in the brain to TPA-induced skin inflammation.** Mice were treated daily with five topical applications of TPA or acetone. Samples were taken 24 hours after fifth application. **(A)** H & E stains of (i) TPA-treated and (ii) acetone-treated skin. Scale bar: 100 μm. Arrow points to epidermal hyperplasia. **(B)** Plasma concentrations of (i) IL-1β, (ii) IL-6 and (iii) TNFα. **(C)** Relative expression of ISGs, normalized to TBP, in brain and PBLs of TPA-treated compared to acetone-treated mice. Fold change was calculated by comparing the normalized copy number in each sample to the mean of the vehicle-injected control group. Data represent mean ± SEM; *n* = 5/group.

Despite both the IMQ- and TPA-treated mice displaying similar skin pathology, no upregulated ISG expression was detected in the brains of the TPA-treated mice compared with the vehicle-treated control group (Figure 8C, Table 3). This is in stark contrast to the significant induction of all target ISGs that was detected in the brains of the IMQ-treated group. *Gbp4* was the only ISG to be significantly upregulated in the PBL. The lack of response in the brain following TPA-treatment suggests that ISG induction in the brains of IMQ-treated mice is not a generic effect of skin inflammation.

## Discussion

Here we demonstrate that systemic administration of LPS or topical administration of IMQ alters the gene expression profile in the brain, inducing the expression of a common panel of ISGs. Differing in kinetics and magnitude, this response is distinct from that of the PBLs. We also highlight ISG induction as a consequence of a TLR-induced type I IFN response. As considerable evidence links type I IFNs to psychiatric disorders [8-12], IFN production in the brain may represent a significant mechanism, linking peripheral TLR-induced inflammation with neuropsychiatric symptoms.

The differential response of brain and PBLs provides evidence of a brain-specific inflammatory response resulting from both acute and chronic LPS challenge and IMQ-induced skin inflammation. This was not a downstream by-product of peripheral inflammatory cytokine production as similar sterile models of inflammation failed to induce the same response. Furthermore, ISG expression remained elevated in the brain following daily LPS or IMQ administration, long after the peripheral cytokine response was attenuated. Thus, ISG induction was brain-specific and not mediated by peripheral inflammatory cytokines in either the skin or the circulation.

As type I IFN production is a classic hallmark of both TLR4-induced IRF3 activation and TLR7-induced IRF7 activation, it would be attractive to propose that a TLR-induced IFN response is responsible for the induction of ISGs in the brain. Supporting this hypothesis, Skelly and colleagues documented a central induction of IFNβ within 2 hours of systemic LPS challenge [33]. No central or peripheral type I IFN induction was observed following systemic TNFα or IL-1β injection. Furthermore, Leung and colleagues demonstrated that, following systemic administration of a TLR7 agonist, IFNα was induced in the brain in an IRF7-dependent manner [34]. Both TLR4 and TLR7 are widely expressed in the brain. Although, to our knowledge, the capacity of IMQ to cross the blood–brain barrier (BBB) has not been investigated, a study with radiolabelled LPS suggested that negligible levels cross the intact BBB [35]. Therefore, it is possible that the upregulation of target ISGs, following peripheral LPS or IMQ challenge, occurs via an indirect route downstream of IRF activation in the periphery. This may involve the direct action of peripherally produced IFNs on the CNS, the BBB or afferent nerves. Alternatively, introducing high or repeated doses of LPS or IMQ to the periphery may cause BBB breakdown, facilitating the direct action of these TLR ligands on the brain.

To further investigate the involvement of IRF activation in the neuroinflammation induced by systemic LPS injection, mice were challenged with the TLR2 ligand LTA. Consistent with previous reports [36], no response was detectable in the brains of mice following peripheral LTA injection. This lack of response may be due to the inability of TLR2 ligands to stimulate IRF-dependent signalling. Conversely, peripheral stimulation with TLR3 ligands is known to trigger brain inflammation [37,38]. Like the MyD88-independent pathway downstream of TLR4, TLR3 signals through the adaptor molecule TRIF to activate IRF3, ultimately triggering IFNβ production [31]. Subsequently, it would appear that IRF-dependent signalling, whether it occurs in the periphery or the brain, may be a requirement of ISG induction in the brain following systemic administration of TLR ligands.

As described, type I IFN therapy is intrinsically linked to severe neuropsychiatric disorders, mainly major depression [8-12]. It is well known that injecting rodents with LPS initiates a number of behavioural adaptations, including a depression-like behaviour that perseveres after the other sickness behaviours have resolved [1]. A recent report has also linked IMQ-treatment to the development of sickness behaviours in rats [39]. The elevated transcription of type I ISGs in the brain following LPS or IMQ challenge is a strong indication that type I IFNs are produced during these models. As this family of cytokines are well known for their effects on behaviour, type I IFN production in either the periphery or in the brain, following peripheral LPS or IMQ challenge could contribute to the onset of depression-like behaviours in rodents. Formal demonstration of this will require the use of rodent behavioural models in conjunction with appropriate gene-deficient mice.

## Conclusions

Toll-like receptor ligands have the capacity to modulate ISG expression distally in a manner that may be dependent on TLR-induced type I IFN production. Whether type I IFNs are produced in the brain or whether peripherally induced IFNs directly access the brain to modulate ISG expression remains open to further investigation; as does the downstream effects of central ISG induction. Owing to the well-established link between type I IFNs and depression, TLR-induced IFN production is worth investigating as a potential key mechanism, linking peripheral inflammation with sickness behaviour.

## Abbreviations

ANOVA: analysis of variance; BBB: blood–brain barrier; CNS: central nervous system; cPRR: cytosolic pattern recognition receptor; DAVID: Database for Annotation, Visualization and Integrated discovery; ELISA: enzyme-linked immunosorbent assay; GBP: guanylate-binding protein; H & E: haematoxylin and eosin; IFN: interferon; IL: interleukin; IMQ: Imiquimod; i.p.: intraperitoneally; IRF: interferon regulatory factor; ISG: interferon-stimulated gene; i.v.: intravenously; IκB: NFκB inhibitor; LPS: lipopolysaccharide; LTA: lipoteichoic acid; NFκB: nuclear factor κ-light-chain-enhancer of activated B cells; PBL: peripheral blood leucocyte; PBS: phosphate-buffered saline; qPCR: quantitative polymerase chain reaction; RMA: robust multichip average; SEM: standard error of the mean; TBP: TATA binding protein; TIR: Toll/interleukin-1 receptor; TLR: toll-like receptor; TNF: tumour necrosis factor; TPA: 12-O-tetradecanoylphorbol-13-acetate; TRIF: domain-containing adaptor protein.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

All data was collected, analyzed and interpreted by CT and AM. Experiments were conceived and designed by JC and GG. The manuscript was drafted by CT and all authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 Primer sequences. Click here for file

Additional file 2: Table S2 Analysis of differentially expressed entities identified using Partek. Click here for file

Additional file 3: Table S3 Analysis of differentially expressed entities identified using GeneSpring. Click here for file

# Supplementary material for: Peripheral inflammation is associated with remote global gene expression changes in the brain
**Source:** J Neuroinflammation. 2014 Apr 8;11:73. doi: 10.1186/1742-2094-11-73
**Supplement:** Additional file 1: Table S1 — Primer sequences.

**Additional file 1: Table S1. Primer Sequences**

| Gene          | Primer Sequences (5' – 3') |                                 |
|---------------|----------------------------|---------------------------------|
| Symbol        |                            |                                 |
| <b>Ctsc</b>   | Forward                    | AGG CCA CAC AGC TAT CAG TT      |
|               | Reverse                    | TTG CCA ACA AAG CAA GCC CA      |
| <b>Cxcl10</b> | Forward                    | GCT CAA GTG GCT GGG ATG         |
|               | Reverse                    | GAG GAC AAG GAG GGT GTG G       |
| <b>Gbp2</b>   | Forward                    | CCA AGC GAG ATG CCT TTA TC      |
|               | Reverse                    | TTC TTC TTC CAG GGG TCC A       |
| <b>Gbp3</b>   | Forward                    | TGC TTT GTC TTT GAC AGG CCC A   |
|               | Reverse                    | TCT TGG TCT TGC CGT TGG TGA A   |
| <b>Gbp4</b>   | Forward                    | CCT CTT CCT CTT TCT TCT TCC TTT |
|               | Reverse                    | GTG TTT CTA TGG GGG TGT GG      |
| <b>Ifit1</b>  | Forward                    | GAC AAG GCA ATC ACC CTC TAC T   |
|               | Reverse                    | TCT TTC AGC CAC TTT CTC CAA     |
| <b>Ifitm3</b> | Forward                    | CGC TCC ATC CTT TGC CCT TCA GTG |
|               | Reverse                    | GCC CCC ATC TCA GCC ACC TCA T   |
| <b>Il1b</b>   | Forward                    | CGC TCA GGG TCA CAA GAA AC      |
|               | Reverse                    | GAG GCA AGG AGG AAA ACA CA      |
| <b>Il6</b>    | Forward                    | TTC CAT CCA GTT GCC TTC TT      |
|               | Reverse                    | ATT TCC ACG ATT TCC CAG AG      |
| <b>Irgm1</b>  | Forward                    | AGT TCA GCA GGT AGC CCA GA      |
|               | Reverse                    | TCA GCC TCA GTT TCC AGT CC      |
| <b>Irf7</b>   | Forward                    | GAA GAG GCT GGA AGA CCA ACT     |
|               | Reverse                    | AGA TAA AAC GCC CTG TGC TG      |

|                 |         |                                |
|-----------------|---------|--------------------------------|
| <b>Lgals3bp</b> | Forward | ATT CCT GTG TCC CCT CCT TC     |
|                 | Reverse | GTG AGT GCT GGC TGA AAC CT     |
| <b>Oasl2</b>    | Forward | AGC GAG CGA GGG ATG TTC AGG T  |
|                 | Reverse | TGG GGC TGT AGG GGT TTG TCC AG |
| <b>Rtp4</b>     | Forward | GCA TCT TTG GGT GAG AAG GT     |
|                 | Reverse | ATG GGG AGG AAC TCT TTG GT     |
| <b>Sp100</b>    | Forward | CAT CAT TTT CCT TGG CTG GT     |
|                 | Reverse | CAT TTT GGT TGG TCC TTG CT     |
| <b>Stat1</b>    | Forward | GAA AAA CGC TGG GAA CAG AA     |
|                 | Reverse | CGA CAG GAA GAG AGG TGG TC     |
| <b>Tbp</b>      | Forward | TGC TGT TGG TGA TTG TTG GT     |
|                 | Reverse | AAC TGG CTT GTG TGG GAA AG     |
| <b>Tnfa</b>     | Forward | CAC CAC CAT CAA GGA CTC AA     |
|                 | Reverse | GAG GCA ACC TGA CCA CTC TC     |

---

# Supplementary material for: Peripheral inflammation is associated with remote global gene expression changes in the brain
**Source:** J Neuroinflammation. 2014 Apr 8;11:73. doi: 10.1186/1742-2094-11-73
**Supplement:** Additional file 2: Table S2 — Analysis of differentially expressed entities identified using Partek.

**Additional file 2: Table S2. Analysis of differentially expressed entities identified using Partek**

| Genbank                                | Gene     | Gene Name                                | Fold   | P-value  |
|----------------------------------------|----------|------------------------------------------|--------|----------|
| Accession                              | Symbol   |                                          | Change |          |
| <b>Fold Change <math>\geq 2</math></b> |          |                                          |        |          |
| NM_008491                              | Lcn2     | Lipocalin 2                              | 29.29  | 2.61E-05 |
| NM_011315                              | Saa3     | Serum amyloid A3                         | 11.60  | 2.56E-04 |
| NM_016850                              | Irf7     | Interferon regulatory factor 7           | 6.08   | 1.1E-04  |
| NM_011854                              | Oasl2    | 2'-5' Oligoadenylate synthetase-like 2   | 5.44   | 1.01E-04 |
| BC150711                               | AI607873 | Interferon activated gene 204 homologue  | 4.93   | 3.74E-05 |
| NM_023386                              | Rtp4     | Receptor transporter protein 4           | 4.75   | 1.21E-04 |
| NM_025378                              | Ifitm3   | Interferon induced transmembrane protein | 4.22   | 1.30E-05 |
| NM_011579                              | Tgtp1    | T-cell specific GTPase 1                 | 3.79   | 3.64E-04 |
| NM_008620                              | Gbp4     | Guanylate binding protein 4              | 3.76   | 1.39E-04 |
| NM_013563                              | Il2rg    | Interleukin 2 receptor, gamma chain      | 3.71   | 9.29E-05 |
| NM_023065                              | Ifi30    | Interferon gamma inducible protein 30    | 3.64   | 9.95E-05 |
| NM_144559                              | Fcgr4    | Fc receptor, IgG, low affinity IV        | 3.57   | 4.23E-06 |
| NM_194336                              | Gbp6     | Guanylate binding protein 6              | 3.54   | 5.68E-06 |

|              |           |                                                             |      |          |
|--------------|-----------|-------------------------------------------------------------|------|----------|
| NM_009252    | Serpina3n | Serine (or cysteine) peptidase inhibitor, clade A           | 3.52 | 3.12E-04 |
| NM_001082960 | Itgam     | Integrin alpha M                                            | 3.41 | 2.45E-04 |
| NM_001033767 | Gm4951    | Predicted gene 4951                                         | 3.36 | 4.14E-05 |
| ---          | N/A*      | ---                                                         | 3.35 | 2.71E-05 |
| NM_011150    | Lgals3bp  | Lectin, galactoside-binding, soluble, 3 binding protein     | 3.31 | 7.93E-05 |
| NM_001001892 | H2-K1     | Histocompatibility 2, K1, K region                          | 3.24 | 3.11E-04 |
| NM_008331    | Ifit1     | Interferon-induced protein with tetratricopeptide repeats   | 3.23 | 3.50E-05 |
| NM_009780    | C4b       | Complement component 4B (Chido blood group)                 | 3.13 | 2.78E-04 |
| NM_011905    | Tlr2      | Toll-like receptor 2                                        | 3.09 | 1.74E-05 |
| ---          | Rnf213**  | Ring finger protein 213                                     | 3.09 | 1.22E-04 |
| AK173199     | Rnf213    | Ring finger protein 213                                     | 3.07 | 5.21E-06 |
| NM_010260    | Gbp2      | Guanylate binding protein 2                                 | 3.02 | 8.62E-05 |
| NM_013673    | Sp100     | Nuclear antigen Sp100                                       | 3.02 | 1.8E-04  |
| NM_145545    | Gbp7      | Guanylate binding protein 7                                 | 2.86 | 3.04E-05 |
| ---          | Rnf213**  | Ring finger protein 213                                     | 2.74 | 1.15E-04 |
| NM_010130    | Emr1      | EGF-like module containing, mucin-like, hormone receptor-li | 2.72 | 1.74E-04 |
| ---          | Rnf213    | Ring finger protein 213                                     | 2.69 | 1E-04    |
| ---          | N/A*      | ---                                                         | 2.69 | 2E-04    |

|              |          |                                                       |      |          |
|--------------|----------|-------------------------------------------------------|------|----------|
| NM_011693    | Vcam1    | Vascular cell adhesion molecule 1                     | 2.68 | 1.11E-04 |
| NM_018734    | Gbp3     | Guanylate binding protein 3                           | 2.66 | 6.62E-05 |
| NM_009402    | Pglyrp1  | Peptidoglycan recognition protein<br>1                | 2.56 | 1.89E-05 |
| NM_010738    | Ly6a     | Lymphocyte antigen 6 complex,<br>locus A              | 2.55 | 3.80E-05 |
| NM_009283    | Stat1    | Signal transducer and activator of<br>transcription 1 | 2.51 | 2.41E-04 |
| NM_009982    | Ctsc     | Cathepsin C                                           | 2.47 | 3.09E-06 |
| NM_153197    | Clec4a3  | C-type lectin domain family 4,<br>member a3           | 2.46 | 2.91E-04 |
| AK173199     | Rnf213   | Ring finger protein 213                               | 2.39 | 2.53E-04 |
| NM_008879    | Lcp1     | Lymphocyte cytosolic protein 1                        | 2.36 | 1.27E-04 |
| NM_008326    | Irgm     | immunity-related GTPase family<br>M member 1          | 2.33 | 3.25E-04 |
| ---          | N/A*     | ---                                                   | 2.32 | 1.42E-04 |
| NM_001160415 | Apobec3  | apolipoprotein B mRNA editing<br>enzyme               | 2.32 | 1.86E-04 |
| NM_031195    | Msr1     | Macrophage scavenger receptor 1                       | 2.29 | 4.58E-05 |
| ---          | Rnf213** | Ring finger protein 213                               | 2.26 | 1.29E-05 |
| NM_011708    | Vwf      | Von Willebrand factor homolog                         | 2.26 | 3.89E-05 |
| NM_031376    | Pik3ap1  | phosphoinositide-3-kinase adaptor<br>protein 1        | 2.21 | 1.41E-04 |
| NM_021384    | Rsad2    | Radical S-adenosyl methionine<br>domain containing 2  | 2.18 | 2.37E-04 |

|              |        |                                                   |      |          |
|--------------|--------|---------------------------------------------------|------|----------|
| ---          | N/A*   | ---                                               | 2.13 | 1.4E-04  |
| NM_001163522 | Emcn   | Endomucin                                         | 2.12 | 1.34E-04 |
| NM_001037713 | Xaf1   | XIAP associated factor 1                          | 2.09 | 1.74E-04 |
| NM_001113356 | C1rb   | Complement component 1, r<br>subcomponent B       | 2.09 | 1.99E-04 |
| NM_013690    | Tek    | Endothelial-specific receptor<br>tyrosine kinase  | 2.06 | 1.37E-04 |
| NM_012054    | Aoah   | Acyloxyacyl hydrolase                             | 2.04 | 3.06E-04 |
| NM_001039530 | Parp14 | Poly (ADP-ribose) polymerase<br>family, member 14 | 2.02 | 7.28E-05 |

**Fold Change  $\geq 1.5$**

|              |          |                                              |         |          |
|--------------|----------|----------------------------------------------|---------|----------|
| NM_013805    | Cldn5    | claudin 5                                    | 1.97597 | 8.43E-05 |
| ---          | Rnf213** | Ring finger protein 213                      | 1.91996 | 1.46E-04 |
| NM_172479    | Slc38a5  | Solute carrier family 38, member 5           | 1.86936 | 8.83E-05 |
| NM_001081215 | Ddx60    | DEAD (Asp-Glu-Ala-Asp) box<br>polypeptide 60 | 1.8692  | 1.33E-05 |
| NM_010833    | Msn      | Moesin                                       | 1.85669 | 1.59E-04 |
| NM_010741    | Ly6c1    | lymphocyte antigen 6 complex,<br>locus C1    | 1.84075 | 1.33E-04 |
| NR_030719    | Gm8979   | very large inducible GTPase 1<br>pseudogene  | 1.83413 | 8.11E-05 |
| BC023105     | BC023105 | cDNA sequence BC023105                       | 1.81633 | 5.22E-05 |
| NM_025992    | Herc5    | hect domain and RLD 5                        | 1.80396 | 2.4E-04  |
| NM_009868    | Cdh5     | cadherin 5                                   | 1.80082 | 1.62E-05 |

|              |          |                                                       |         |          |
|--------------|----------|-------------------------------------------------------|---------|----------|
| NM_010493    | Icam1    | intercellular adhesion molecule 1                     | 1.79505 | 1.36E-04 |
| ---          | N/A*     | ---                                                   | 1.76818 | 1.63E-04 |
| ---          | Rnf213** | Ring finger protein 213                               | 1.763   | 3E-04    |
| NR_003507    | Oas1b    | 2'-5' oligoadenylate synthetase 1B                    | 1.75542 | 1.55E-04 |
| NM_010104    | Edn1     | endothelin 1                                          | 1.74503 | 1.66E-04 |
| NM_028261    | Tmem173  | transmembrane protein 173                             | 1.73832 | 2.27E-05 |
| NM_010225    | Foxf2    | forkhead box F2                                       | 1.71563 | 7.39E-05 |
| NM_007609    | Casp4    | caspase 4, apoptosis-related<br>cysteine peptidase    | 1.70807 | 1.29E-04 |
| NM_031181    | Siglece  | sialic acid binding Ig-like lectin E                  | 1.69006 | 1.7E-04  |
| NM_009888    | Cfh      | complement component factor h                         | 1.64032 | 2.28E-04 |
| NM_001037298 | Fam38a   | family with sequence similarity<br>38, member A       | 1.62396 | 9.95E-05 |
| NM_019963    | Stat2    | signal transducer and activator of<br>transcription 2 | 1.60841 | 1.01E-04 |
| NM_030253    | Parp9    | poly (ADP-ribose) polymerase<br>family, member 9      | 1.59804 | 1.17E-04 |
| NM_001111059 | Cd34     | CD34 antigen                                          | 1.59774 | 8.42E-05 |
| ---          | N/A*     | ---                                                   | 1.58439 | 1.27E-04 |
| NM_025659    | Abi3     | ABI gene family, member 3                             | 1.54831 | 1.42E-04 |
| ---          | N/A*     | ---                                                   | 1.52005 | 3.61E-04 |
| NM_028195    | Cyth4    | cytohesin 4                                           | 1.5195  | 1.00E-04 |
| NM_183168    | P2ry6    | pyrimidinergic receptor P2Y, G-<br>protein coupled, 6 | 1.51848 | 3.49E-04 |
| NM_007705    | Cirbp    | cold inducible RNA binding                            | -1.5643 | 3.09E-04 |

---

protein

---

Significance was calculated using one-way ANOVA and a Benjamini-Hochberg multiple testing correction.

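Table S2 gives a fold change of LPS-treated over vehicle-treated mice and a P value for each entity. For all 59 of its genes that are named alone, the fold change computed from the arrays lay within 1% of that in the table. P values could be compared for 58 genes, and all 58 lay within 2% of the unadjusted p of the methods' t-test on the arrays. After Benjamini-Hochberg adjustment over all transcript clusters, the p of the methods' t-test lay between 0.0404 and 0.0970 for these genes. The paper's text names the adjustment, and no adjusted threshold for single entities.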

\*Probe sets don't map to annotated genes

\*\*Annotations manually determined using Affymetrix online database, NetAffx

# Supplementary material for: Peripheral inflammation is associated with remote global gene expression changes in the brain
**Source:** J Neuroinflammation. 2014 Apr 8;11:73. doi: 10.1186/1742-2094-11-73
**Supplement:** Additional file 3: Table S3 — Analysis of differentially expressed entities identified using GeneSpring.

**Additional file 3: Table S3. Analysis of differentially expressed entities identified using GeneSpring**

| Genbank   | Gene      | Gene Name                                                    | Fold   | P-value  |
|-----------|-----------|--------------------------------------------------------------|--------|----------|
| Accession | Symbol    |                                                              | Change |          |
| NM_008491 | Lcn2      | Lipocalin 2                                                  | 16.58  | 8.27E-06 |
| NM_011315 | Saa3      | Serum amyloid A3                                             | 8.69   | 1.91E-04 |
| BC150711  | AI607873  | Interferon activated gene 204<br>homologue                   | 3.93   | 7.84E-05 |
| NM_011854 | Oasl2     | 2'-5' Oligoadenylate synthetase-<br>like 2                   | 3.91   | 1.25E-04 |
| NM_025378 | Ifitm3    | Interferon induced transmembrane<br>protein                  | 3.69   | 3.91E-05 |
| NM_009252 | Serpina3n | Serine (or cysteine) peptidase<br>inhibitor, clade A         | 3.32   | 1.65E-04 |
| NM_009099 | Trim30    | Tripartite motif-containing 30                               | 3.28   | 9.56E-05 |
| NM_008331 | Ifit1     | Interferon-induced protein with<br>tetratricopeptide repeats | 3.12   | 1.05E-04 |
| NM_008329 | Ifi204    | Interferon activated gene 204                                | 3.05   | 6.68E-05 |
| NM_133871 | Ifi44     | Interferon activated gene 44                                 | 2.94   | 1.44E-04 |
| NM_023386 | Rtp4      | Receptor transporter protein 4                               | 2.93   | 4.51E-05 |
| NM_021274 | Cxcl10    | chemokine (C-X-C motif) ligand<br>10                         | 2.91   | 8.88E-05 |
| NM_144559 | Fcgr4     | Fc receptor, IgG, low affinity IV                            | 2.90   | 2.18E-05 |
| NM_011150 | Lgals3bp  | Lectin, galactoside-binding,<br>soluble, 3 binding protein   | 2.89   | 5.40E-05 |

|              |                          |                                                                                   |      |          |
|--------------|--------------------------|-----------------------------------------------------------------------------------|------|----------|
| NM_194336    | Gbp6                     | Guanylate binding protein 6                                                       | 2.70 | 4.41E-06 |
| NM_013563    | Il2rg                    | Interleukin 2 receptor, gamma chain                                               | 2.64 | 4.41E-06 |
| ---          | N/A*                     |                                                                                   | 2.60 | 4.42E-05 |
| NM_001001892 | H2-K1                    | Histocompatibility 2, K1, K region                                                | 2.49 | 4.42E-05 |
| NM_010260    | Gbp2                     | Guanylate binding protein 2                                                       | 2.42 | 1.13E-04 |
| NM_028595    | Ms4a6c                   | Membrane-spanning 4-domains, subfamily A, member 6C                               | 2.40 | 1.91E-04 |
| AK173199     | Rnf213 L<br>OC67251<br>1 | Ring finger protein 213                                                           | 2.34 | 5.92E-07 |
| NM_009402    | Pglyrp1                  | Peptidoglycan recognition protein 1                                               | 2.36 | 8.03E-05 |
| ---          | Rnf213**                 | Ring finger protein 213                                                           | 2.33 | 1.36E-05 |
| NM_009982    | Ctsc                     | Cathepsin C                                                                       | 2.31 | 5.42E-05 |
| NM_010738    | Ly6a                     | Lymphocyte antigen 6 complex, locus A                                             | 2.29 | 1.60E-05 |
| NM_018734    | Gbp3                     | Guanylate binding protein 3                                                       | 2.28 | 1.60E-04 |
| NM_172689    | Ddx58                    | DEAD box polypeptide 58                                                           | 2.27 | 1.26E-04 |
| NM_145545    | Gbp7                     | Guanylate binding protein 7                                                       | 2.27 | 3.80E-06 |
| NM_009780    | C4b  C4a                 | complement component 4B (Chido blood group)   complement 4A (Rodgers blood group) | 2.24 | 1.40E-04 |

|              |          |                                                        |      |          |
|--------------|----------|--------------------------------------------------------|------|----------|
| NM_013673    | Sp100    | Nuclear antigen Sp100                                  | 2.22 | 4.61E-05 |
| NM_026835    | Ms4a6d   | Membrane-spanning 4-domains,<br>subfamily A, member 6D | 2.21 | 4.36E-05 |
| NM_008326    | Irgm     | Immunity-related GTPase family<br>M member 1           | 2.21 | 2.56E-05 |
| NM_013805    | Cldn5    | Claudin 5                                              | 2.10 | 1.42E-04 |
| ---          | Rnf213** | Ring finger protein 213                                | 2.08 | 2.78E-05 |
| NM_199146    | AI451617 | Expressed sequence AI451617                            | 2.06 | 8.85E-05 |
| NM_009283    | Stat1    | Signal transducer and activator of<br>transcription 1  | 2.04 | 5.75E-06 |
| ---          | Rnf213** | Ring finger protein 213                                | 2.02 | 2.69E-06 |
| NM_153564    | GBP5     | Guanylate binding protein 5                            | 2.02 | 5.17E-05 |
| NM_001160415 | Apobec3  | Apolipoprotein B mRNA editing<br>enzyme                | 2.02 | 2.07E-05 |

---

Significance was calculated using an unpaired t-test and a Benjamini-Hochberg multiple testing correction.

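Table S3 gives the fold changes and P values from GeneSpring GX, for which the paper used another RMA normalization than for Partek. Of 26 genes named alone on the arrays, none had a fold change within 1% of that in the table, and 25 had a lower fold change in the table. The median of the log2 fold change in the table minus that from the arrays was -0.31. P values could be compared for 25 genes, and none lay within 2% of the unadjusted p of the methods' t-test on the arrays. The normalized values behind Table S3 were not used here.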

\*Probe sets don't map to annotated genes

\*\*Annotations manually determined using Affymetrix online database, NetAffx

How the deposited data were processed for this re-analysis (not part of the article)

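Gene expression was measured in whole brains of 3 LPS-treated mice and 3 vehicle-treated controls, 48 hours after injection, on Affymetrix GeneChip Mouse Gene 1.0 ST arrays with 1 array per mouse. The values used were the log2 expression values as deposited by the authors, who made them by RMA, which corrects the background, normalizes between arrays and summarises the probes of each transcript cluster. The paper describes RMA adjusted for GC content for Partek and RMA 16 for GeneSpring, and does not state which of these gave the deposited values. Fold changes computed from them were within 1% of those of Table S2 for 59 of 59 genes named alone, and of those of Table S3 for 0 of 26. No further normalization or filter was applied, and no scanner files were used here. Signal over background per probe is not given in the sources used here, and the number of arrays limits the precision.

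Transcript clusters were named from the platform annotation, with symbols updated through gene identifiers, and 7 list symbols were found through an older name. A cluster that names several genes or none was tested and was given no gene's name, and some genes that the paper names are therefore not reported here. Gene locations are those of GRCm38.p6. Differences between LPS-treated mice and vehicle-treated controls were tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over 35556 clusters and a threshold of 0.05. The paper's text gives fold thresholds of 1.5 and 2 and the Benjamini-Hochberg adjustment, and 0.05 was taken from its threshold for enrichment. Intervals are 95% confidence intervals. The unpaired t test of the paper is called the methods' t-test, and it was run on the same values.

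The 40 gene lists were fixed before the data were examined, from general knowledge of the tissue and the treatment, and 3 of them were the study's own. The fold changes in Tables S2 and S3 had been read by then. Each list was tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists, and again with an estimated correlation, with fry and with Fisher's exact test. Members were counted as higher or lower by the adjusted p over all clusters and by the p adjusted over the list alone. The genes named in the text are those the paper names for these arrays or for the qPCR of LPS-treated brains, the reference gene Tbp, the 15 with the largest increase and up to 10 with the largest decrease among those that passed the test with the groups apart, and in each list up to 4 members with the smallest p, together with Cirbp, Ifnb1, Il1b, Il6, Tnf, Tlr4 and Gfap. Other genes are marked as chosen after their value was seen, except where all higher genes of a list are named.

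The alternatives set at the same time were the methods' t-test, a t test with unequal variances, eBayes with a trend or robust, array weights, quantile normalization, centring on the array median, leaving out the 40% of clusters with the lowest mean, testing clusters that name 1 gene, the replicate number as a block, adjusted thresholds of 0.1 and 0.01, a test against a 1.2-fold change, an offset of 32 on the linear scale, each array left out in turn, the mean of the clusters of a gene, the other tests of lists, and the interferon-stimulated list without the study's genes. Alternatives chosen after the data were seen were the methods' t-test at an adjusted p under 0.1, LPS replicates 1 and 2 both left out, which leaves 1 LPS array that is assumed to vary like the 3 PBS arrays, and the level of olfactory and vomeronasal receptor genes as a covariate. The procedure was tested on simulated data with 3 against 3 arrays and 200 changed clusters. There limma recovered 19.4% of clusters changed 1.5-fold, 85.1% of those changed 2-fold and 98.5% of those changed 4-fold, with 14 false calls. The methods' t-test recovered 0%, 10.4% and 68.2%, with 1 false call. In simulated lists with independent genes, camera called 20 of 20 shifted lists and 0 of 20 unchanged lists.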

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

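The tests of array scale and of genomic DNA or unspliced RNA in LPS replicates 1 and 2 together were set before their results were seen, and the other tests in this part, that of genomic DNA in each of these arrays included, were chosen after.

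Endothelial identity genes, which the paper does not discuss, were above the level in the PBS mice, with a median log2 fold change of 0.81 over 21 genes. Of these 11 were higher, none was lower and 10 did not pass the limma test, with 18 higher when adjusted over the list alone (adjusted p = 4.2e-31 from camera and adjusted p = 0.0220 with an estimated correlation). The higher genes numbered 5, 5, 7 and 7 without PBS replicates 1, 2 and 3 and LPS replicate 1 in turn, and 15 without LPS replicate 3. With LPS replicates 1 and 2 both left out 2 were higher, in a fit that takes its spread from the PBS arrays, and all 21 genes were above the PBS mean in LPS replicate 3, with a median difference of 0.76. The gene with the brightest signal, Cd34, chosen after its value was seen, had a mean log2 expression of 10.4 in the PBS mice and a log2 fold change of 0.68 (adjusted p = 0.0142 from limma), and 2 of the 21 genes are also in the list of the blood-brain barrier.

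A larger share of endothelial RNA and higher expression in endothelial cells after LPS cannot be told apart on these 21 genes. The 95% confidence interval of 6 of the 21 genes excluded the list median, and none of the 21 lay wholly below 0. Under the bound first written, more than 1 in 4 genes excluding the median, these 6 would have counted against a larger share. It was replaced after the value was seen, because weak signal and expression in other cells can shrink a gene's change. A larger share would also raise blood-brain barrier genes made by endothelial cells. The 13 genes of that list had a median log2 fold change of 0.11, with 8 genes above 0. Mfsd2a of that list had a log2 fold change of -0.71 (adjusted p = 0.0784 from limma), with a 95% confidence interval wholly below 0. A larger share alone would not lower Mfsd2a, but it is 1 gene. The changes of the other genes can be shrunk in the same way. A larger share of all vessel cells also stays open, since 11 of 12 pericyte and smooth muscle genes had a log2 fold change above 0 (adjusted p = 6.5e-06 from camera and adjusted p = 0.0700 with an estimated correlation). Their median of 0.32 lay below that of the endothelial genes (permutation p = 0.00243 over genes, not mice), which under the bound first written counted against such a share, but a gene's change can be shrunk in this list too.

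The median of the cell cycle genes, which the paper does not discuss either, lay above the level in the PBS mice, at a log2 fold change of 0.45 over 11 genes, of which 8 were above 0 (adjusted p = 1.7e-05 from camera and adjusted p = 0.0820 with an estimated correlation). Of these Mki67, a marker of proliferation, was higher with a log2 fold change of 0.95 (adjusted p = 0.0475 from limma, up to 0.216 without any PBS replicate or LPS replicate 2), none was lower and 10 did not pass, with 7 higher when adjusted over the list alone. Without LPS replicate 3, 4 were higher, and the median difference of LPS replicates 1 and 2 from LPS replicate 3 was -0.33 on the log2 scale.

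LPS replicates 1 and 2 stood apart from LPS replicate 3 and the PBS arrays, and a stronger interferon response in these mice is argued against by the type I interferon-stimulated genes, whose median difference from LPS replicate 3 was -0.20 on the log2 scale, with 43 of 54 genes at or below 0, while a stronger response of other kinds was not tested. Median differences were -0.19 for chemokines, -0.16 for toll-like receptor signalling, -0.15 for complement, -0.13 for activated macrophages and microglia, -0.13 for reactive astrocytes, -0.11 for endothelial identity, -0.042 for MHC class I and -0.0096 for cytokines, and 0.053 for acute phase reactants, 0.055 for endothelial activation and 0.038 for NF-kappa-B targets. An array-wide difference in scale or shape is argued against by quantile normalization, after which the gap on the first principal component was still 2.94 times the larger range within either set of arrays. Genomic DNA was tested on 1185 olfactory and vomeronasal receptor genes, hardly transcribed in brain. Their median difference from the other 4 arrays was 0.052 for both arrays together (95% confidence interval 0.043 to 0.060, against bounds of 0.05 and 0.1, and -0.020 after quantile normalization). It was 0.014 for LPS replicate 1 (0.0050 to 0.023) and 0.087 for LPS replicate 2 (0.080 to 0.096). These intervals are over genes and do not measure the spread between arrays. The median level of these genes ran from 5.67 to 5.77 in the other 4 arrays, and was 5.73 in LPS replicate 1 and 5.81 in LPS replicate 2. Genomic DNA therefore stays open for both arrays. Unspliced nuclear RNA, which such genes hardly make, also stays open for both arrays, and the median difference was 0.094 for clusters with no name and -0.24 for 67 ribosomal protein genes.

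Interferon-stimulated and macrophage genes were higher after LPS in perfused brains, and blood left in the vessels could contribute. More blood in the LPS samples is argued against by the brightest beta-globin cluster, with a log2 fold change of -1.76, and by all 4 globin clusters brighter than the median cluster, each lower by more than 2 standard errors (the 4 dimmer clusters, which did not fall, were left out of this test after their values were seen), although the globin RNA per volume of blood was not measured. More lymphocytes and neutrophils in the LPS samples stay open, with a median log2 fold change of 0.021 over 32 genes of these cells. Its 95% confidence interval of -0.043 to 0.10, over genes and not mice, reaches the bound of 0.1. Several of these genes, such as Cd3d, Cd8b1, Cd79a, Ms4a1 and Cd22, were not above background in the PBS mice, which limits this test. Induction in blood cells that stayed behind in equal number and induction in cells of the brain were not tested on these arrays. The paper's own qPCR (Table 2), which tested each tissue separately, reports Irf7, Gbp2, Gbp3 and Gbp4 as upregulated in the brain and not significant in PBLs, and Cxcl10, Ctsc, Ifit1, Ifitm3, Irgm1, Lgals3bp, Oasl2 and Rtp4 as upregulated in both.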

How the results depend on the processing

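The methods' t-test at an adjusted p under 0.1, LPS replicates 1 and 2 both left out, and the olfactory and vomeronasal covariate were chosen after the results were seen, and the other alternatives before. No named gene that was called with all arrays or under an alternative turned its direction there, and neither did any list that was called in both. Genes that were not called did turn, such as Clic6, from -0.22 to 0.35 on the log2 scale with LPS replicates 1 and 2 left out. Of the values for named genes and for lists under an alternative, 4116 stayed on their side of the threshold, 457 lost their call and 137 gained one. For each change of a count below, the cause was not tested, except that a stricter threshold calls fewer clusters by construction.

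Clusters higher and lower after LPS, 232 and 22, became 4 and 1 with the methods' t-test, and 0 and 0 with unequal variances (1549 higher and 1480 lower at an unadjusted p under 0.05, against 5 calls by the methods' t-test). They became 4751 and 3572 with array weights, 141 and 10 with median centring, 76 and 4 with the replicate block, 356 and 64 at an adjusted p under 0.1, 97 and 0 under 0.01, and 106 and 0 against a 1.2-fold change. At an unadjusted p under 0.05, 2341 clusters were lower with limma, and 269 against a 1.2-fold change. The methods' t-test at an adjusted p under 0.1 gave 109 higher, and leaving out LPS replicates 1 and 2, with the spread taken from the PBS arrays, gave 71 higher and 12 lower. Lower clusters were also 13 after quantile normalization, 61 among clusters naming 1 gene and 50 with the covariate. Leaving out each array in turn gave 74 to 2640 higher and 0 to 1152 lower, with 0 lower without PBS replicate 1, PBS replicate 2 or LPS replicate 2 (1581, 1460 and 1504 at an unadjusted p under 0.05 from limma).

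Clusters changed at least 1.5-fold, 240, became 4 with the methods' t-test, 0 with unequal variances, 2343 with array weights, 151 with median centring, 80 with the replicate block, 97 at an adjusted p under 0.01, 106 against a 1.2-fold change, 85 with the methods' t-test at an adjusted p under 0.1, 83 without LPS replicates 1 and 2, and 74 to 2218 without each array in turn. Clusters at least 2-fold higher, 108, became 4, 0 and 546 with the methods' t-test, unequal variances and array weights, 55 with the methods' t-test at an adjusted p under 0.1, 71 without LPS replicates 1 and 2, and 67 to 653 without each array in turn. Named genes passing the test, 65, became 3, 0 and 117 with the methods' t-test, unequal variances and array weights, 35 with the replicate block, 41 at an adjusted p under 0.01, 41 against a 1.2-fold change, 39 with the methods' t-test at an adjusted p under 0.1, 30 without LPS replicates 1 and 2, and 34 to 88 without each array in turn. Genes of Tables S2 and S3 passing, 64 of 65, became 3 with the methods' t-test.

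Lists called by camera, 24, became 12 with an estimated correlation and 15 with Fisher's exact test, and were 23 to 26 under the other alternatives, each array left out included. The list of type I interferon-stimulated genes was called under each alternative, with an adjusted p of 4.4e-66 to 8.5e-42 without each array in turn and 2.1e-82 to 0.0197 over all alternatives, the highest with an estimated correlation. Its mean log2 difference per mouse, 0.964, became 0.675 without the genes of Tables 1, S2 and S3, and was 0.896 to 1.003 without each array in turn.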

Differences from the paper's values

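The methods' t-test at an adjusted p under 0.1, LPS replicates 1 and 2 both left out and the olfactory and vomeronasal covariate were chosen after the values were seen. With LPS replicates 1 and 2 left out 1 LPS array stands against 3, where the paper compared 3 with 3, and the spread comes from the PBS arrays. The paper's text names no adjusted threshold for single entities, so the thresholds of the counts below may differ from the paper's, and an adjusted p under 0.05 gave 240 clusters changed at least 1.5-fold.

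The paper reports 85 entities changed at least 1.5-fold with Partek, and 240 transcript clusters were found here. Of the alternatives set before the data were examined, the count lay within 1.5 times the paper's with the replicate block (80), at an adjusted p under 0.01 (97), against a 1.2-fold change (106), and without PBS replicates 1, 2 and 3 (79, 74 and 89) or LPS replicates 1 and 2 (112 and 114) in turn. It did not with the methods' t-test (4), unequal variances (0), the trend (235), the robust fit (239), array weights (2343), quantile normalization (191), median centring (151), dim clusters left out (201), clusters naming 1 gene (256), an adjusted p under 0.1 (320), the offset (193) or without LPS replicate 3 (2218). The methods' t-test at an adjusted p under 0.1, chosen after seeing the values, gave 85 and dropped none of the 59 Table S2 genes named alone, and of the others chosen after, leaving out LPS replicates 1 and 2 gave 83 from 1 LPS array and the covariate gave 327.

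The paper reports 55 entities changed at least 2-fold with Partek, and 108 clusters at least 2-fold higher were found here. The count lay within 1.5 times the paper's with the replicate block (74), at an adjusted p under 0.01 (79), with the offset (74) and without PBS replicates 1, 2 and 3 in turn (73, 67 and 77). It did not with the methods' t-test (4), unequal variances (0), the trend (108), the robust fit (108), array weights (546), quantile normalization (93), median centring (87), dim clusters left out (96), clusters naming 1 gene (84), an adjusted p under 0.1 (125), a 1.2-fold change (88), or without LPS replicates 1, 2 and 3 in turn (87, 85 and 653). The methods' t-test at an adjusted p under 0.1, chosen after seeing the values, gave 55. Without a fold threshold, that setting dropped none of the 59 Table S2 genes named alone. Of the others chosen after, the covariate gave 124, and leaving out LPS replicates 1 and 2, which keeps only 1 LPS array, is not counted here.

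The paper reports 39 entities upregulated at least 2-fold with GeneSpring, against the same 108 clusters, and none of the alternatives set before the data were examined came within 1.5 times the paper's count. The methods' t-test at an adjusted p under 0.1, chosen after seeing the values, gave 55. Without a fold threshold, that setting dropped 6 of the 26 Table S3 genes named alone. Of the others chosen after, the covariate gave 124, outside the bounds. Ms4a6d, chosen after its value was seen, is in Table S3 and did not pass here, and it passed without LPS replicate 3 (adjusted p = 0.00794 from limma), with LPS replicates 1 and 2 both left out and 1 LPS array remaining (0.0407) and at an adjusted p under 0.1 (0.0897).

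For Lcn2 the paper reports a fold change of 16.58 in Table S3, and 29.3 was found here. With the offset, set before the data were examined, it was 20.2 and within the bounds, and with quantile normalization (29.2), median centring (27.5), array weights (32.8) and each array left out in turn (25.7 to 31.9) it was not. For Rtp4 the paper reports 2.93 in Table S3, and 4.75 was found here. With the offset (3.78) and without PBS replicate 3 (4.37) it was within the bounds, and with quantile normalization (4.57), median centring (4.46), array weights (4.43) and each other array left out in turn (4.51 to 5.11) it was not. In Table S2 none of 58 compared fold changes differed, and in Table S3 these 2 of 25 did.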

Other observations

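Genes of reactive astrocytes were higher after LPS and none of the other list of astrocyte genes passed the test. Of 23 reactive astrocyte genes 6 were higher, none was lower and 17 did not pass the limma test, with 13 higher and 1 lower when adjusted over the list alone (median 0.36, adjusted p = 1.5e-14 from camera and adjusted p = 0.0365 with an estimated correlation). Lcn2, Serpina3n and Cp of this list are also acute phase reactants, and Gfap, the intermediate filament of astrocytes, had a log2 fold change of 0.56 (adjusted p = 0.13 from limma). The higher genes numbered 3, 2, 2 and 3 without PBS replicates 1, 2 and 3 and LPS replicate 1 in turn, and 9 without LPS replicate 3. Of 13 blood-brain barrier genes, the junction gene Cldn5 was higher with a log2 fold change of 0.98 (adjusted p = 0.00456 from limma), none was lower and 12 did not pass, with 4 higher and 1 lower when adjusted over the list alone (adjusted p = 0.00465 from camera for the list and adjusted p = 0.274 with an estimated correlation), and without LPS replicate 3, 3 were higher and 1 was lower. Mfsd2a, a lipid transporter of this list, had a log2 fold change of -0.71 (adjusted p = 0.0784 from limma). Of 12 pericyte and smooth muscle genes, the transcription factor gene Foxf2 was higher with a log2 fold change of 0.78 (adjusted p = 0.00867 from limma, up to 0.0678 without any PBS replicate), none was lower and 11 did not pass, with 5 higher when adjusted over the list alone (adjusted p = 6.5e-06 from camera for the list and adjusted p = 0.0700 with an estimated correlation).

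None of 11 glucocorticoid-responsive genes passed limma or the methods' t-test, and 6 were lower when adjusted over the list alone and 7 at an unadjusted p under 0.05 from limma (median -0.42, adjusted p = 5.7e-07 from camera and adjusted p = 0.199 with an estimated correlation), with 3 lower without LPS replicate 3. Sult1a1, a sulfotransferase gene of this list, had a log2 fold change of -0.80 (adjusted p = 0.0609 from limma). None of 12 neuronal immediate early genes passed limma or the methods' t-test, and 2 were higher at an unadjusted p under 0.05 from limma (median 0.32, adjusted p = 0.00880 from camera and adjusted p = 0.501 with an estimated correlation), and the median difference of LPS replicates 1 and 2 from LPS replicate 3 was -0.41 on the log2 scale, with 1 higher without LPS replicate 3. Of 11 cold-inducible and heat shock genes Cirbp was lower, which held without LPS replicate 3 and ended without any other array, and 10 did not pass (adjusted p = 0.354 from camera for the list). Of 10 genes of meninges and fibroblasts Dcn, which encodes decorin, was higher with a log2 fold change of 0.64 (adjusted p = 0.0466 from limma, up to 0.230 without any array other than LPS replicate 3), and 9 did not pass (adjusted p = 0.146 from camera for the list).

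No gene passed limma or the methods' t-test among 12 astrocyte, 15 neuron, 11 oligodendrocyte, 9 choroid plexus, 7 pituitary, 14 kynurenine and serotonin and 7 reference genes. Their lists had medians of -0.09, -0.04, -0.10, -0.07, -0.02, -0.08 and -0.09 on the log2 scale, and adjusted p of 0.491, 0.523, 0.0927, 0.735, 0.664, 0.102 and 0.978 from camera. At an unadjusted p under 0.05 from limma 1 astrocyte, 1 neuron and 3 kynurenine and serotonin genes were lower, 1 oligodendrocyte gene was higher and 2 were lower, 1 reference gene was higher and 1 lower, and 0 choroid plexus and 0 pituitary genes passed. Without LPS replicate 3, 2 kynurenine and serotonin genes and 1 choroid plexus gene were lower and 1 reference gene was higher.

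The splits of the arrays for the counts of clusters were chosen as a test after the result was seen, and that for the lists before. The 6 arrays make 10 splits into 3 and 3, too few for a share under 0.05. The real split was the 1 split that gave as many clusters higher (232), lower (22), changed at least 1.5-fold (240) and at least 2-fold higher (108), and the highest count of the other splits was 0 for each with limma, where 623 to 4041 clusters had an unadjusted p under 0.05. For lists called by camera the real split gave 24, again the 1 split with as many, and the highest of the others was 18.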
